# Spatial Transcriptomics-correlated Electron Microscopy maps transcriptional and ultrastructural responses to brain injury

**DOI:** 10.1038/s41467-023-39447-9

**Published:** 2023-07-11

**Authors:** Peter Androvic, Martina Schifferer, Katrin Perez Anderson, Ludovico Cantuti-Castelvetri, Hanyi Jiang, Hao Ji, Lu Liu, Garyfallia Gouna, Stefan A. Berghoff, Simon Besson-Girard, Johanna Knoferle, Mikael Simons, Ozgun Gokce

**Keywords:** Microglia, Genetics of the nervous system

## Abstract

Understanding the complexity of cellular function within a tissue necessitates the combination of multiple phenotypic readouts. Here, we developed a method that links spatially-resolved gene expression of single cells with their ultrastructural morphology by integrating multiplexed error-robust fluorescence in situ hybridization (MERFISH) and large area volume electron microscopy (EM) on adjacent tissue sections. Using this method, we characterized in situ ultrastructural and transcriptional responses of glial cells and infiltrating T-cells after demyelinating brain injury in male mice. We identified a population of lipid-loaded “foamy” microglia located in the center of remyelinating lesion, as well as rare interferon-responsive microglia, oligodendrocytes, and astrocytes that co-localized with T-cells. We validated our findings using immunocytochemistry and lipid staining-coupled single-cell RNA sequencing. Finally, by integrating these datasets, we detected correlations between full-transcriptome gene expression and ultrastructural features of microglia. Our results offer an integrative view of the spatial, ultrastructural, and transcriptional reorganization of single cells after demyelinating brain injury.

## Abstract (web summary)

To understand complexity of cellular function, multiple phenotypic readouts are needed. Here, authors devised an approach integrating location, transcriptome, ultrastructure, and lipid content to characterize single-cell states after brain injury.

## Introduction

Spatial transcriptomics (ST) methods offer spatially-resolved gene expression profiling with single-cell resolution for in-depth characterization of cell types and states within a tissue^1^. While ST is revolutionizing our understanding of tissue organization during homeostasis^2^, aging^3^, and disease^4^, it provides little information on cellular morphology. In contrast, electron microscopy (EM) provides nanometer-resolution view of tissue ultrastructure, but its molecular readouts are limited to techniques like immunogold labeling or correlative light and electron microscopy, which are insufficient for comprehensive characterization of cellular states. Considering the firm connection between cell state and structure^5^, integration of molecular and morphological phenotypes has the potential to uncover functional properties of cells within a tissue. However, techniques that could simultaneously probe cellular ultrastructure and multiplexed molecular profiles in situ are currently unavailable.

Here, we developed spatial transcriptomics-correlated electron microscopy (STcEM). STcEM correlates large-area scanning EM with MERFISH^6^ on adjacent tissue sections and links single-cell transcriptional identities with ultrastructural morphologies. Using STcEM, we investigated the regenerative processes in the white matter (WM) of the central nervous system. WM consists primarily of myelinated axons connecting different regions of the brain. Degradation of myelin sheaths and decline of remyelination can result in progressive disease and disability, as seen in chronic progressive multiple sclerosis (MS)^7^. To study remyelination, we used mouse model of lysophosphatidylcholine (LPC)-induced WM injury, that is followed by repair process peaking between 14- and 21-days post-injury^8,9^. Successful regeneration depends on the prompt removal of the damaged myelin. Microglia accumulate in demyelinated lesions where they phagocytose and clear damaged, lipid-rich myelin, and initiate a repair process that depends on a precisely coordinated cellular cross-talk^10–12^. This multicellular reaction comprises glial subtypes as well as cells of the adaptive immune system that migrate in small numbers to the lesion where they participate in the injury response^8,13^. In reaction to pathology, microglia undergo structural changes such as deramification, intracellular deposition of phagocytic material, and formation of lipid droplets and inclusions^8^. Structural changes are accompanied by alterations of gene expression^14–17^, however, the relationship between diverse transcriptional and morphological states is not well understood.

We used STcEM to characterize spatial gene expression responses to LPC-induced demyelinating injury. We identified small interferon (IFN)-responsive populations of microglia, astrocytes and oligodendrocytes that are associated with injury and occur in proximity of T-cells. By comprehensive analysis of matching EM data, we uncovered ultrastructural heterogeneity of microglia and T-cells and linked it to their transcriptional signatures. This allowed us to identify the morphology of IFN-responsive microglia and transcriptional signature of foamy microglia. We further probed injury-associated pathways of foamy microglia using lipid staining-coupled single-cell RNA sequencing. Finally, we integrated MERFISH, EM and scRNA-Seq datasets to reveal correlations between structural features and transcriptome-wide gene expression in microglia. Thus, we used STcEM to provide an integrated view of the spatial, structural, and molecular organization of demyelinated lesion at single-cell level.

## Results

### Protocol harmonization for correlated ST and EM in a mouse model of demyelination

EM is the gold standard for visualizing structure and organization of cells and myelinated axons due to their size and complexity^18^. MERFISH is a single-molecule spatial transcriptomics technology capable of measuring hundreds to thousands of transcripts simultaneously with subcellular resolution^19^. This makes MERFISH a compelling ST method to integrate with EM, with the shortcoming that sample preparation requirements substantially differ. The standard MERFISH protocol is based on snap-frozen tissue with subsequent washing, embedding and tissue clearing steps that destroy tissue ultrastructure. EM, in contrast, requires high pressure freezing or chemical fixation, heavy metal contrasting and resin embedding steps for imaging, thereby prohibiting subsequent investigation by ST methods. Therefore, we harmonized both protocols (Methods and Tables 1 and 2) until cryo-microtomy allowed adjacent, 10 µm thin coronal sections of the mouse brain to be processed for EM and MERFISH, respectively (Fig. 1A). Using this STcEM method, we collected MERFISH and EM data from a mouse model of LPC-induced demyelinating injury. For comparison, we also generated MERFISH data from a fresh-frozen section prepared with the standard MERFISH protocol.

**Table 1:** Comparison of protocol changes between standard MERFISH and STcEM MERFISH sample preparation

	Standard MERFISH protocol	StcEM MERFISH protocol	reasoning	impact
**Tissue perfusion**	Perfusion with HBSS (Ca2+, Mg2+ free)	Perfusion with HBSS (Ca2+, Mg2+ free), followed by perfusion with 4% PFA (EM grade quality) in PBS-CMF	Fixation needed for EM protocol	Longer perfusion time poses potential risk of losing mRNA and induction of stress-response genes
**Tissue preparation and freezing**	Freezing in Tissue-Tek® O.C.T.™ Compound on dry ice. Storage at −80 °C.	Incubation at 4 °C for 6 h in 4% EM grade PFA in PBS-CMF, followed by 14 h in 15% sucrose and 5 h 30% sucrose in PBS-CMF, before embedding and freezing in Tissue-Tek® O.C.T.™ Compound on dry ice. Storage at −80 °C	Fixation needed for EM protocol	Potential risk of nuclease contamination and lowering RNA quality and quantity
**Tissue Sectioning**	cryotome sections, 10 µm thickness	cryotome sections, 10 µm thickness		
**Post-preparation and post- fixation**	Washed two times with PBS, followed by one time 70% ethanol for 5 min each	Washed two times with PBS, followed by one time 70% ethanol for 5 min each		
**Storage**	70% ethanol	70% ethanol

**Table 2:** Comparison of protocol changes between standard ATUM and STcEM ATUM for EM

	**standard ATUM** (Kislinger, et al. 2020)	**STcEM ATUM**	**reasoning**	**impact**
**fixation**	perfusion by 4% PFA, 2.5% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.4	perfusion by 4% PFA in PBS pH 7.4; postfixation of cryosections in 2.5% glutaraldehyde in 0.1 M cacodylate buffer, pH 7.4	glutaraldehyde would impact MERFISH analysis	lack of glutaraldehyde in perfusion fixative restricts ultrastructural preservation
**freezing**	no	14 h 15% sucrose 5 h 30% sucrose Tissue-Tek® O.C.T.™ Compound embedding Freezing to −80 °C	freezing needed for cryosectioning	freezing sacrifices ultrastructural preservation
**tissue slicing**	vibratome sections	cryotome sections	freezing needed for MERFISH, thinner sections allow the inspection of similar regions by both methods	10 µm thin sections are prone to puffing up and require special handling during further processing
**tissue dissection**	dissection, area usually <3×3 mm	no dissection, area ~8×10 mm (an entire coronal adult mouse brain section)	matching the information content of EM and MERFISH for later decision on the region of interest	challenging for tissue flatness during contrasting/embedding and section removal from glass slide
**contrasting container**	glass vial	microscope slide container	cryotome slice is adhered onto a glass slide	larger amount of reagents needed
**embedding mold**	<7 mm diameter gelatin capsule or silicone mold	9.55 mm diameter gelatin capsule	large tissue area	ultramicrotomy holder has to be fitted by removal of inner metal blocks; lower stability during ultramicrotomy
**tissue retrieval after curing**	manual removal	freeze-thaw cycles	thin, large sections tend to break during retrieval from glass slide	fragility
**Ultramicro-tomy**	3–4 mm diamond knives	4–8 mm diamond knives	blockface size	ultrathin or serial sectioning harder

**Fig. 1:**
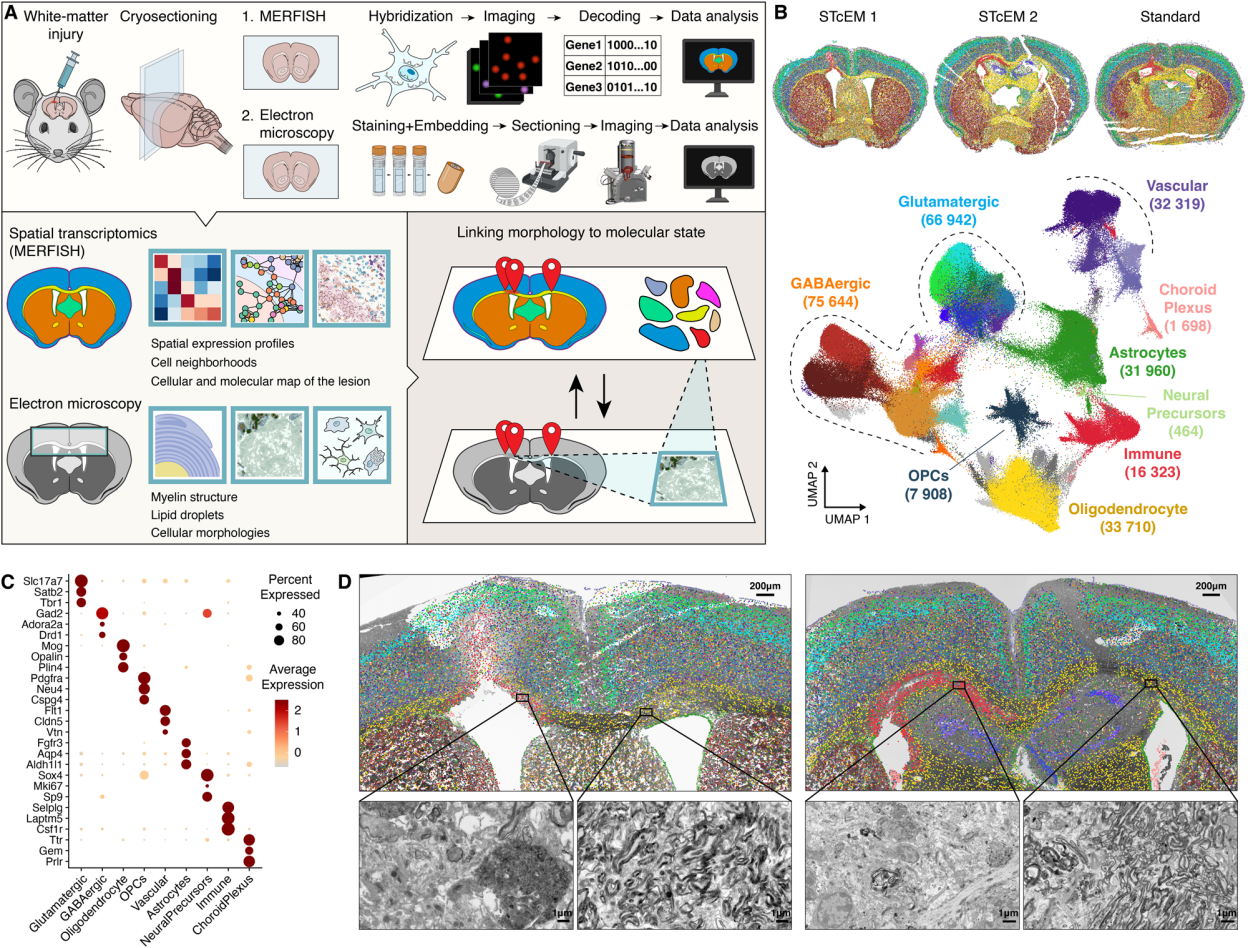
STcEM spatially links single-cell transcriptomes with tissue ultrastructure. **A** Overview of the STcEM method. Adjacent sections of the same sample are processed in parallel by harmonized MERFISH and EM protocols, and spatially aligned to link transcriptional profiles with ultrastructure of the regions of interest. **B** Transcriptional identities of single cells with their spatial location in tissue (top) and embedded by UMAP (bottom). “STcEM” refers to modified MERFISH preparation from fixed-frozen sections, “Standard” refers to snap-frozen section. **C** Bubble plot showing expression of cell type markers in identified single cell populations. **D** MERFISH data registered onto the 2D overview EM micrograph. Zoomed-in areas show myelin structure in LPC-injected (left hemisphere) and uninjured (right hemisphere) white matter (corpus callosum). Images from two animals are shown. **A** was created with elements from BioRender.com.

Ultrastructural analysis requires chemical fixation and cryprotection by sucrose for a minimum of 25 h before freezing^20^. Despite these long steps, posing potential risk of RNA degradation, MERFISH data obtained with STcEM protocol had similar segmented cell count, cell dropout rate, volume, background signal and showed excellent correlation with the standard protocol, with slightly lower sensitivity (Fig. S1A–C). The MERFISH analysis identified all major brain cell types and localized them to their original spatial positions (Fig. 1B, C). Moreover, by combination of the subclustering analysis and reference mapping, we identified smaller cellular subpopulations such as classes of vascular and immune cells or layer-specific neurons in cortex, whose spatial organization matched expected patterning (Fig. S2A). These findings were consistent across sections prepared using both the STcEM-modified and standard MERFISH protocol, collectively demonstrating feasibility of STcEM protocol for MERFISH (Fig. S2B, C).

To obtain a comprehensive set of complementary ultrastructural information, we flat embedded the entire coronal cryosection adjacent to the MERFISH section. We sectioned the block face covering both hemispheres (~3 × 5 mm^2^) at 200 nm thickness, which is at the limit of available microtomy tools (Fig. 1D), and serially sectioned a retrimmed (2 × 3 mm^2^) area bearing the hemisphere with the lesion site. We then used the STcEM data to align ultrastructural changes in cell morphology with cellular transcriptional states in demyelinating lesions. The lesion site was apparent in MERFISH data by profound accumulation of microglia and absence of oligodendrocytes, while the contralateral hemisphere showed none of such characteristics (Fig. 1D). We registered MERFISH data onto EM sections to identify regions of interest where immune and glial cells respond to injury. EM micrographs showed an area with demyelinated axons and cellular debris that overlapped with the lesion area identified by MERFISH (Fig. 1D). Thus, we successfully obtained EM and MERFISH data from adjacent sections, indicating the STcEM protocol’s efficacy and potential to connect different spatial measurements.

### Damage-associated responses and spatial organization of glial cells at single-cell resolution

Next, we aimed to characterize transcriptional states and spatial distribution of glial cells responding to demyelinating injury using our MERFISH data. First, we focused on immune cells as the most enriched cluster in the demyelinated lesion. Previous studies revealed the heterogeneity of microglial transcriptional states in different regions and conditions^21^, including disease-associated microglia (DAM)^15^, activated response microglia (ARM)^17^, lipid-droplet-accumulating microglia (LDAM)^22^, injury-responsive microglia^16^ or IFN response microglia (IRM)^17^. However, spatial as well as annotated ultrastructural information of the different microglial states in and around the lesion is lacking.

The immune cell cluster was composed mostly of microglia (97.0%) identified by microglial signature genes *Selplg*, *Laptm5*, *Csf1r* or *Tmem119*. In addition, we identified a small population (1.6%) of CNS-associated macrophages (CAMs) based on their expression of canonical CAM markers *Mrc1*, *Cd163* and *Msr1*^14^. Notably, we also detected a small population of T-cells (1.4%), marked by *Ptprc*, *Cd3e*, *Cd8a*, *Cd28*, *Cd247* and *Ifng* (Fig. S3A, B). The lesion site was dominated by cells transcriptionally identified as microglia (Fig. S3C), which is consistent with previous fate-mapping study^23^. Subclustering analysis of microglia revealed the presence of four clusters (Fig. 2A, B). The homeostatic cluster, expressing high levels of typical microglial markers such as *Tmem119*, *Csf1r* was enriched in the uninjured hemisphere. The remaining clusters localized predominantly to the injured area indicating they were induced by the demyelinating damage (Fig. 2A–D). The most prevalent cluster was defined by upregulation of DAM markers such as *Cd74*, *Itgax*, *Clec7a* and was enriched in the lesion site, hence we refer to it as DAM-ST. The second cluster shared DAM markers but, in addition, displayed a highly specific upregulation of *Gpnmb*, *Lgals3* and genes related to lipid droplet formation and cholesterol metabolism such as *Plin2*, *Soat1*, *Abca1* and *Abcg1*. This cluster localized to the lesion core area, as opposed to the DAM population which was distributed more equally around the entire demyelinated area (Figs. 2D, 3A). Corresponding areas of the lesion core in the adjacent EM section were filled with lipid droplet-laden foamy microglia (see *Alignment of Ultrastructural Classes with Transcriptional States*), thus we refer to this cluster as “Foamy-ST”. The remaining injury-associated cluster was marked by upregulation of interferon-stimulated genes (*Stat1*, *Ifit1*, *Rsad2*, *Usp18*) similar to previously described IFN-response microglia (IRM)^16,17^. To complement the clustering, we investigated gradual changes in microglia states by pseudotime analysis using Monocle3 (Fig. S4). This placed the Foamy-ST microglia at the end of pseudotime ordering, suggesting they represent the final differentiation stage of the DAM program (Fig. S4B, C). Plotting pseudotime in space showed microglia with highest pseudotime values were located mostly in the center of the lesion (Fig. S4D, E), revealing spatial component to the gene expression transitions of microglia during remyelination.

**Fig. 2:**
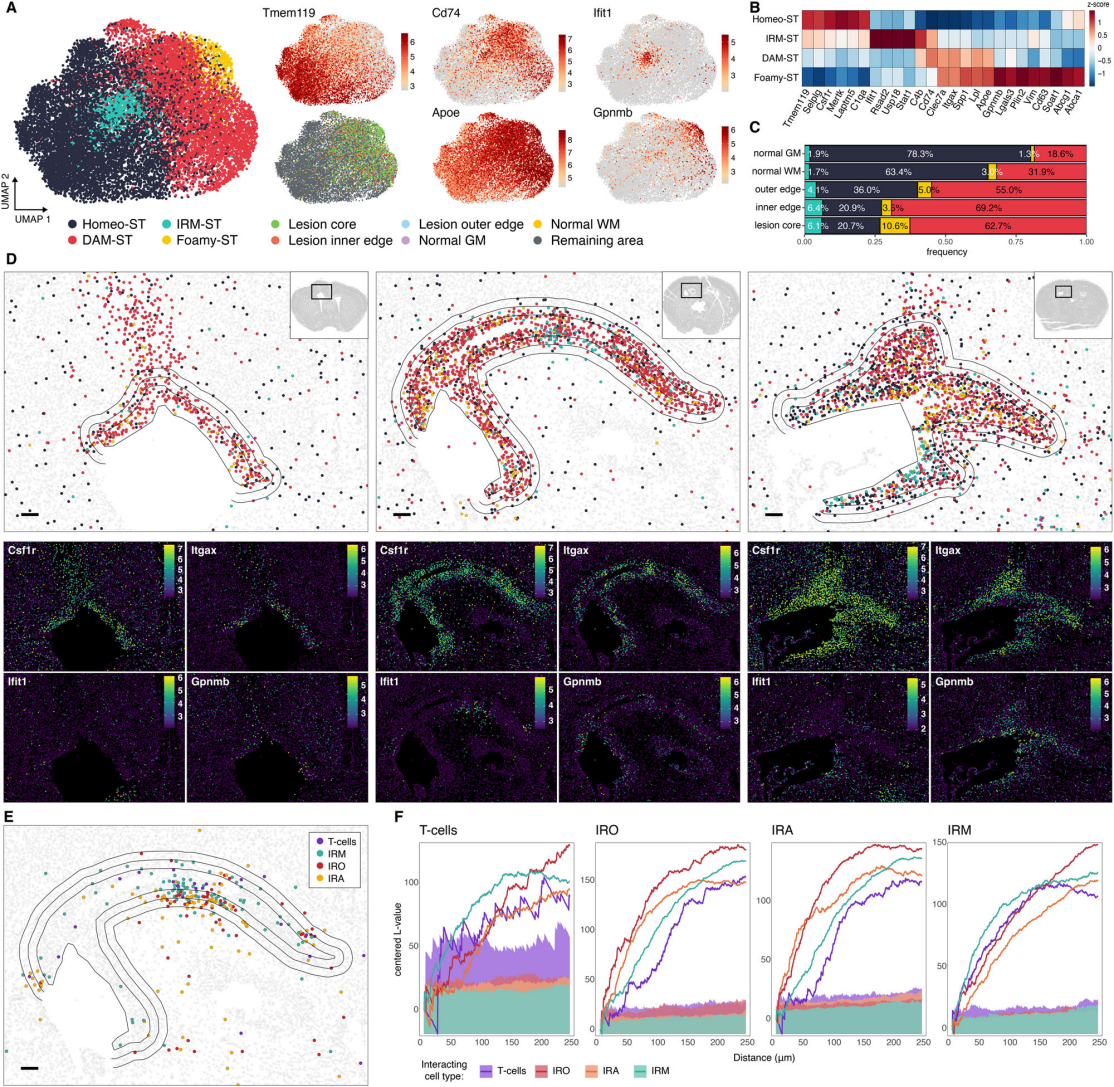
MERFISH analysis of microglia and interferon-responsive cell states. **A** UMAP plots of microglia colored by identified clusters (left), tissue region, and expression of marker genes (right). DAM disease-associated microglia, IRM IFN-responsive microglia. **B** Heatmap of average expression per microglia cluster. **C** Frequency of microglia clusters per tissue region. **D** MERFISH spatial plots of microglia clusters in the lesion area of three biological replicate sections (top) and spatial expression of selected marker genes (bottom). Polygons depict segmented lesion areas. Scale bar 100 µm. **E** MERFISH spatial plot of T-cells and IFN-responsive glial states in the lesion area. **F** Centered Ripley’s L- functions showing spatial clustering of T-cells and IFN-responsive glial states in the lesion area. Shaded area shows significance envelopes at the 0.05 level (permutation test). IRM interferon-responsive microglia, IRO interferon-responsive oligodendrocytes, IRA interferon-responsive astrocytes.

**Fig. 3:**
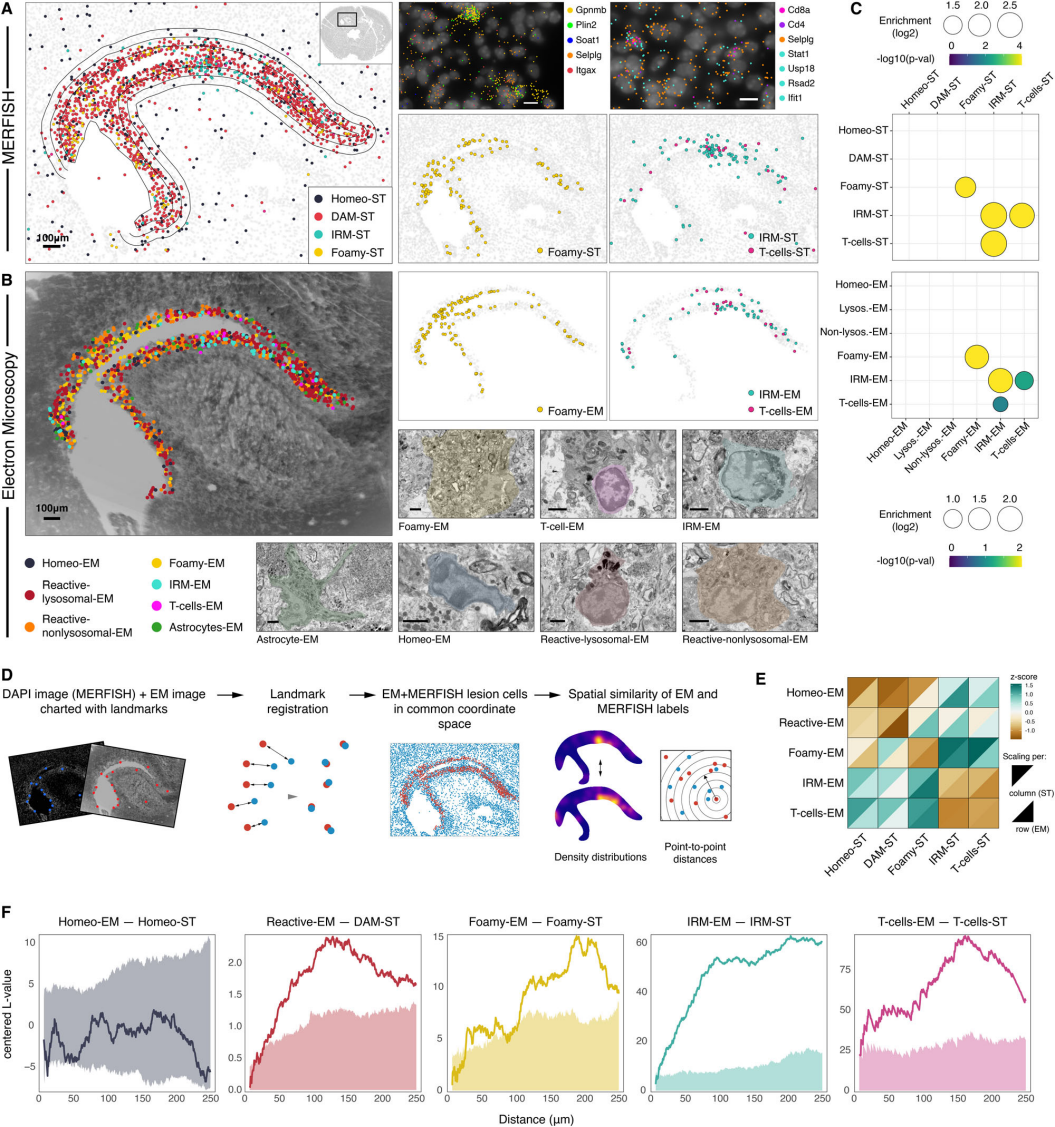
STcEM analysis of microglia and T-cells. **A** MERFISH spatial plots of microglia clusters in the lesion area. Zoomed-in plots (top right) show spatial location of individual transcripts of selected marker genes superimposed over DAPI signal. **B** Expert morphological annotation of microglia and T-cells based on EM, and their spatial locations in the lesion superimposed onto a summed EM image stack. Representative EM images per each category are shown, selected from a total of 1059 cells analyzed from one animal. Zoomed-in scale bar 2 µm. **C** Neighborhood analysis of MERFISH data (top) and EM data (bottom) showing enrichment of target cell types (x-axis) among 5 nearest neighbors of query cell type (*y*-axis). *P*-values and fold-enrichment are derived from empirical distributions obtained from 10,000 random permutations of cell labels. **D** Schematics of the alignment strategy of MERFISH and EM data, and assessment of spatial concordance between identified cell classes. **E** Heatmap of multiscale Earth Mover’s distances (EMD) between expert-derived EM classes and ST-derived clusters. Z-scored values per EM class (row scaling) as well as per ST cluster (column scaling) are shown. **F** Centered Ripley’s L- functions showing spatial clustering in common coordinate space between expert-derived EM classes and ST-derived clusters. Shaded area shows significance envelopes at the 0.05 level (permutation test).

In addition to microglia, recent studies uncovered transcriptional changes in oligodendrocytes^24,25^ and astrocytes^26,27^ during neurodegeneration and aging, but their spatial localization with respect to pathology and other cell states remains largely unknown. Thus, we investigated oligodendrocytes as the myelin producing, most abundant white matter cell type that is drastically affected by the LPC-induced injury (Fig. S5). Our analysis identified 5 clusters of oligodendrocytes (excluding oligodendrocyte progenitor cells) (Fig. S5A, B). One cluster represented immature oligodendrocytes marked by *Ctps*, *Dhcr24* and *Tmem163*. Two other clusters represented mature oligodendrocytes: Oligo1 characterized by an upregulation of *Il33*, *Plin4* and *Sgk1*, and Oligo2 by *Klk6*, *Plin3* and *S100b*. Two additional clusters represented injury-responding states of mature oligodendrocytes. One was Oligo3 with elevated *Serpina3n* and *C4b* levels, which have previously been defined as marker genes for disease-associated oligodendrocytes in aging, AD and MS models^24,25,28^. Almost all of the Oligo3 oligodendrocytes were found at the edge of the demyelinated lesion, while almost no oligodendrocytes survived in the lesion core (Fig. S5C, D). The remaining oligodendrocyte cluster specifically upregulated a battery of interferon-stimulated genes included in our gene panel (*Stat1*, *Ifit1*, *Usp18* and *Rsad2*), similarly to the so-called interferon-responsive oligodendrocytes (IRO) we described in white-matter aging^25^. IRO cluster was overall rare (only 1.7% of all oligodendrocytes), and was found in the lesion as well as in the remaining brain area, although its relative frequency was higher in the lesion edge compared to control white matter (Fig. S5C, D).

We then performed the subclustering analysis for astrocytes and identified five distinct clusters (Fig. S6). Three of these clusters represented states unperturbed by the injury, partially reflecting known regional heterogeneity of astrocytes^29^. Astro1 cluster was marked by *Cspg5*, *Mertk* and *Fgfr3* and localized to both GM and WM regions, while Astro2, characterized by higher expression of *Gfap* and *Aqp4* was enriched in WM regions (Fig. S6A, B). We also found two clusters that were enriched in the lesion area. Among these injury-responding astrocytes were Astro4, which were characterized by the upregulation of *Gfap*, *Serpina3n*, *Vim* and *Fos*, genes previously identified in reactive astrocytes after various pathological insults^26,27^. This cluster localized exclusively to the demyelinated lesion, but in contrast to activated oligodendrocytes populated also the lesion core (Fig. S6C, D). The remaining injury-responding cluster specifically upregulated interferon-stimulated genes, similar to IRM^16,17^, thus we refer to it as interferon-responsive astrocytes (IRA). In summary, our data provide a spatial map of cellular states in response to demyelinating injury at single-cell resolution. These states are highlighted by distinct as well as shared gene expression patterns such as altered expression of genes involved in lipid metabolism by microglia, or upregulation of interferon-stimulated genes by all three major glial cell types.

### Interferon-responsive cell states and spatial relationship with T-cells

Previously, IFN-responsive glial states have been separately implicated in CNS pathology^17,25,26,30^. Our finding of a shared IFN signature among microglia, oligodendrocytes and astrocytes in close proximity suggest a common underlying trigger, such as CD8 T cells, as previously proposed^25^. Thus, we examined the spatial interactions of IFN-responsive glia and T cells. IFN-responsive glia spatially co-clustered in small local niches in the lesion area spanning up to a few hundred microns (Fig. 2E). Moreover, we found that IFN-responsive glia co-localized with T-cells, which were also enriched in the lesion area (Figs. 2E, S7A, B). Quantification of these interactions using Ripley’s L function confirmed significant co-clustering (Fig. 2F). The density of T-cells as well as IFN-responsive glia showed considerable animal-to-animal variation. In one MERFISH sample, both T-cells and IFN-responsive glia were absent or nearly absent, respectively, indicating a correlation in the occurrence of these cell populations at the sample level (Fig. S7A, B). Plotting Cd8a vs Cd4 expression to investigate the lineage of T-cells revealed higher Cd8a-positivity, with very few Cd4-positive T-cells detected (Fig. S7C). To confirm the presence of CD8^+^ T-cells within the lesion we performed additional staining for CD8^+^ T-cells, IBA1^+^ microglia, and STAT1^+^ cells in another set of mice (Fig. S7D, E). In all three animals, we found enrichment of CD8^+^ T-cells in the lesion compared to the area outside the lesion. Similarly, we found STAT1^+^ cells exclusively in the lesion area. In contrast to the MERFISH analysis, almost the entire lesion was filled with STAT1^+^ cells in IHC analysis, indicating a difference between STAT1 protein positivity and transcriptional IFN signature. Together, our findings reveal link between rare T cells and IFN-responsive glial states and its association with demyelinating injury.

### Alignment of ultrastructural classes with transcriptional states

To link the transcriptional and morphological phenotype of injury-responding cells, we collected serial semithin sections of the entire thickness of the adjacent cryotome section. These large area (2 × 3 mm^2^) sections were used to acquire volume EM data of the lesion area at 20 nm lateral and 400 nm axial (every second section) resolution. While previous correlative light and electron microscopy studies divided tissues into pieces of 1–3 mm edge length^31^, we preserved the coronal section throughout processing, which allowed uninterrupted alignment to the MERFISH images. To our knowledge this is one of the largest area scanning EM datasets complementing current large volume contrasting^32^ and fast imaging efforts^33^.

Blind to MERFISH data, we annotated cells in the demyelinated area into categories according to their ultrastructural morphology^34,35^ (Methods and Table 3). Microglia were the most abundant cell type in the lesion center, in agreement with the MERFISH data (Fig. 3A, B). In addition to microglia, we identified a rare population of T-cells and astrocytes in the EM images of the lesion area (Fig. 3B). EM annotation revealed multiple microglial subgroups, including normal-appearing microglia (“Homeo-EM”), reactive microglia with high content of lysosomes (“Reactive-lysosomal-EM”), microglia with reactive morphology, high ER and mitochondrial content, but low lysosomal content (“Reactive-nonlysosomal-EM”), and foamy microglia characterized by excessive deposition of lipid droplets and complex phospholipid inclusions in their cytoplasm^36^ (“Foamy-EM”). Foamy-EM microglia displayed similar localization pattern as the Foamy-ST cluster identified by MERFISH in adjacent section, supporting the hypothesis that they represent the same cellular state (Fig. 3A, B right). We also identified another class of microglia, marked by a characteristic heterochromatin pattern and perinuclearly clustered organelles with increased mitochondrial content. Because these microglia co-localized with T-cells and their spatial distribution aligned with positions of IRMs in adjacent MERFISH section (Fig. 3A, B right), we named them “IRM-EM”. Statistical analysis of cellular neighborhoods in MERFISH data revealed that Foamy-ST microglia are significantly clustered together (Fig. 3C top) and confirmed significant co-localization of IRMs and T-cells. Notably, these neighborhood composition patterns were in excellent agreement with neighborhood analysis based on EM data (Fig. 3C bottom), supporting our annotations.

**Table 3:** Overview of major ultrastructural criteria for expert classification

	criteria	references
**microglia in general**	darker cytoplasm, oval nuclei, characteristic heterochromatin pattern showing a peripheral heterochromatin ring and several larger patches throughout the nucleus, other morphological characteristics depend on the activation state	(Nahirney and Tremblay 2021)^34^ (Savage, et al. 2018)^35^
**homeostatic**	small cytoplasmic compared to nuclear area	this paper
**reactive non-lysosomal**	larger cytoplasmic compared to nuclear area, extended ER partially with parallel sheets, several mitochondria, few lysosomes	this paper
**reactive lysosomal**	like reactive non-lysosomal, several lysosomes	(van Eijk and Aerts 2021)^39^ (Du, et al. 2019)^38^
**foamy**	lipid accumulation, overload of the cytoplasm with lipid droplets and other states of phagocytosed lipidic material	(van Eijk and Aerts 2021)^39^ (Berghoff, et al. 2021)^36^ (Cantuti-Castelvetri, et al. 2018)^8^ (Bosch-Queralt, et al. 2021)^12^
**T-cell**	characteristic heterochromatin pattern, low amount of organelles, relatively small cytoplasm (compared to nucleus)	(Hirsh, et al. 2007)^37^ (Wacker, et al. 2015)^73^
**unknown**	nuclear morphology similar to T-cells, large cytoplasm without organelles, mitochondria only close to nuclear envelope region, not peripheral	
**astrocyte**	contain dark granules (glycogen), nuclear membrane concave (star-like) (specific to this protocol), processes with filaments (GFAP filaments), bright cytoplasm	(Nahirney and Tremblay 2021)^34^ (Calì, et al. 2019)^74^ (Maxwell and Kruger 1965)^75^

To quantitatively assess the correspondence between EM- and MERFISH-derived cell state labels, we registered the MERFISH and EM lesion data into a common coordinate space (Methods) and subsequently evaluated the similarity of spatial patterns between EM and ST classes (Fig. 3D-F). As a first metric, we used multiscale Earth Mover’s distance (EMD) to compare the similarity of 2D density distributions of each cell class (Methods) (Fig. 3E). We found that foamy-ST microglia bore the closest resemblance to foamy-EM microglia, and vice versa, as evidenced by their low EMDs. Similarly, IRMs and T-cells were relatively closest to their proposed counterparts in the other modality as well as to each other. Patterns of reactive (merged non-lysosomal and lysosomal) and homeostatic microglia populations were also similar across modalities, although this analysis could not unambiguously differentiate between the two cell states due to their similar patterning in the lesion area. As a second metric, we used Ripley’s L function to quantify co-clustering between pairs of cells, reasoning that matching cell labels between modalities would be found in proximity more frequently compared to random labeling (Fig. 3F). Our analysis confirmed this for all matching pairs except homeostatic microglia. Overall, the quantitative assessments support the qualitative observations. Together, our results demonstrate how the integration of morphological and molecular phenotypes by STcEM can assign identity to unknown cell states, and link ultrastructural morphology with their transcriptional profiles.

### Feature-based quantitative analysis of ultrastructural heterogeneity

After identifying transcriptional and morphological cell states and their spatial organization, we wanted to understand the underlying structural heterogeneity in more detail. To this end, we segmented eight distinct subcellular structures and the respective cell boundary in EM images of microglia and T-cells located in the lesion (Fig. 4A and Methods). For each of the 933 cells, we selected the plane with the largest cellular area for two-dimensional segmentation, resulting in a final set of 32 structural metrics after calculating the area of encompassing structures and ratios (Fig. 4A and Methods). Representative EM images of cells and their segmented intracellular structures are shown in a zoom-in view in Fig. 4B. To obtain spatial resolution, we recorded the global positions of each cell in the stitched and z-projected overview image (Fig. 4D).

**Fig. 4:**
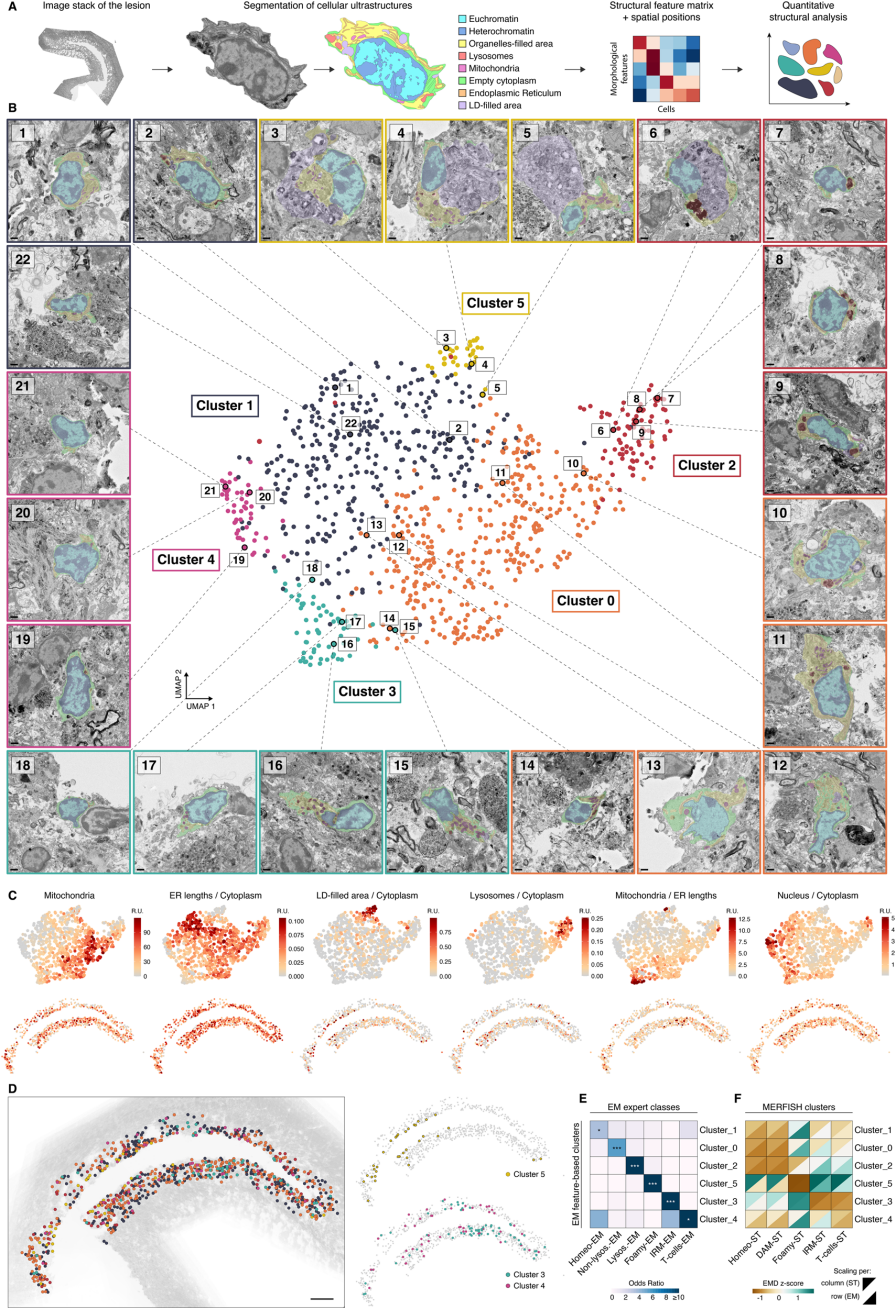
Segmented feature-based structural analysis. **A** Overview of the analysis pipeline. Subcellular structures of microglia and T-cells were segmented in the EM images of the lesion area, quantified, and analyzed by unsupervised clustering. **B** UMAP embedding of single-cell morphologies, colored by identified clusters. Representative EM images from each cluster are shown, selected from a total of 933 cells analyzed from one animal. Scale bar 1 µm. **C** UMAP plots (top) and spatial plots (bottom) colored by structural feature values. **D** Spatial plots of structural clusters superimposed onto the EM image stack of the lesion. **E** Heatmap of overlaps between expert-derived EM classes and feature-based structural clusters. One-sided Fisher exact test. Asterisks show nominal significance (*p-val < 0.1, ***p-val < 1e^−5^). **F** Heatmap of multiscale Earth Mover’s distances (EMD) between feature-based structural clusters and ST-derived clusters. Z-scored values per structural cluster (row scaling) as well as per ST cluster (column scaling) are shown.

Unsupervised clustering of this data identified six ultrastructurally distinct cell clusters (Fig. 4B–D). Cluster 5 showed a foam cell morphology, characterized by a large cell area and high amount of lipid droplets. Cluster 4 was marked by a high ratio of nuclear to cytoplasmic area and very low amount of all cytoplasmic organelles, reminiscent of the T-cell morphology^37^. Cluster 3 was characterized by high ratios of mitochondria to other organelles, a higher ratio of empty cytoplasm to organelle-filled cytoplasm and its location largely corresponded to the site where we identified IRMs, suggesting this cluster represents IRMs. Cluster 2 was characterized by high lysosomal content, while Clusters 1 and 0 were less distinctive, and seemed to represent microglia in a more homeostatic and Reactive-nonlysosomal state, respectively.

To evaluate the correspondence between expert-assigned cell labels and structural clusters, we calculated overlap of these categories (Fig. 4E). We found significant overlaps with most labels matching one-to-one, showing agreement between the results of the two analyses. In addition, we compared the spatial distributions of structural and MERFISH-derived clusters using EMD in common coordinate space (Fig. 4F). This confirmed similarity between cluster 5 and Foamy-ST, Cluster 3 and IRM-ST, and Cluster 4 and T-cells-ST. In summary, our feature-based analysis supports expert-assigned cell categories and reveals quantitative structural characteristics of microglia and T-cells responding to demyelination.

### Comprehensive characterization and validation of foamy microglia

We aimed to perform a deeper characterization and validation of microglial populations identified by MERFISH, using full-transcriptome analysis. In particular, our STcEM analysis indicated that Foamy-ST cluster identified by MERFISH represents lipid-loaded microglia with foamy morphology. Foamy microglia are key players in lipid metabolism following demyelinating injury, but their molecular identity and underpinnings of their emergence and fate remain poorly understood^36,38,39^. 

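CD11b is a surface protein of microglia and other myeloid cells, and cells carrying it were sorted one by one into 23 plates from white matter and gray matter of 8 mice. Of these mice, 5 had been injected with lysophosphatidylcholine (LPC), a lipid that strips myelin from axons, and 3 were controls. The scRNA-Seq data hold 1332 cells, 672 from LPC-injected mice (555 from white matter and 117 from gray matter) and 660 from control mice (513 and 147). Gray matter cells came from 3 mice of each group. By the sample labels, LPC-injected mice were 18 weeks old and were taken 18 days after the injection, while control mice were 24 weeks old. No sort date held cells of both groups, so treatment, age and sort date cannot be told apart in any comparison of LPC-injected with control mice.

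SmartSeq2 amplifies full-length cDNA from each cell in its own well. The authors aligned the reads to GRCm38 with the sequences of ERCC spike-in RNA added, and counted them on genes with rnaSTAR without regard to strand. The deposited values are these raw counts for 21128 genes, not normalized, and how these genes were chosen from the annotation is not stated. The protocol attaches no molecular identifiers, so PCR copies are counted, and the intervals and limits given for shares and counts cover counting error only. Between 8680 and 4408202 reads were sequenced per cell, with a median of 859546.5 in LPC-injected and 756519 in control mice. The median depth per sample stated in the Methods is, to the digits given there, that of the LPC-injected mice. Over all 1332 cells the median of sequenced reads was 794677. The values here use the reads counted on genes, which numbered 1412 to 2889974 per cell with a median of 513602. Spike-in RNA took a median of 5.10% of gene and spike-in reads.

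Cells of one mouse are not independent replicates, so counts were summed over the microglia of each state in each mouse before testing. The authors' annotation of the states was used, and the cells annotated there as activated were taken as the DAM cluster. The states were compared within the LPC-injected mice, using sums of at least 5 cells. That left 16 sums, with Homeo and DAM from 5 mice and IRM and Foamy from the same 3 mice (c5, c6 and c7). Each sum held between 3057465 and 58146774 gene reads. Libraries were scaled by edgeR's TMM method, 10852 genes passed edgeR's filter on low counts, and differences were tested by its quasi-likelihood test with mouse as a block and Benjamini-Hochberg adjustment. Expression in CPM (counts per library size after TMM scaling) is given as the mean and SD over mice.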

With this in mind, we performed single-cell RNA sequencing (scRNA-Seq) on sorted CD11b^+^ cells in a new cohort of mice using our established, artifact-free SmartSeq2 protocol (Fig. S8A)^40,41^. We also stained the cells with BODIPY, a fluorescent dye binding neutral lipids that is often used to detect cellular lipid droplets (Fig. S8B). We then employed an index-sorting strategy, recording the BODIPY fluorescence signal for each sorted cell. This allowed us to assign quantitative BODIPY values to single cell transcriptomes during bioinformatic analysis, as a measure of the cell’s lipid content.

After QC and exclusion of smaller contaminating cell populations, we obtained 1017 single microglial transcriptomes from 3 control and 5 LPC-injected mice (Fig. S8C, D). 

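The authors kept 1017 of the 1332 sequenced cells (76.4%) as microglia. Control mice c1, c2 and c3 contributed 138 of 239, 125 of 152 and 194 of 269 cells, and LPC-injected mice c5, c6, c7, c8 and c9 contributed 147 of 172, 159 of 194, 214 of 234, 22 of 34 and 18 of 38 cells. The number of sequenced cells was the same as in the paper's Supplementary Data 1 for each of the 8 mice. By group, 560 of 672 cells of LPC-injected mice (83.3%) and 457 of 660 cells of control mice (69.2%) were kept. Kept microglia held between 24363 and 2889974 gene reads, with a median of 593076 in LPC-injected and 487157 in control mice. A median of 3837 genes had a count per kept cell. The 315 cells that were not kept had a median of 437598 gene reads.

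Transcripts of other cell types were counted as present where a cell had at least 10 counts of at least 3 markers of the type. Of the cells not kept, 174 met this for oligodendrocytes, 10 for T cells, 10 for monocytes, 6 for neutrophils, 4 for central nervous system-associated macrophages, 2 for astrocytes and 1 for endothelial cells. Among the microglia kept, 155 met it for oligodendrocytes and 14 for neutrophils, and none of the 1017 met it for the other 5 types, which allows a share of up to 0.295% for each.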

We then mapped MERFISH-derived cluster labels onto scRNA-Seq data, which revealed the presence of equivalent microglial populations with highly concordant transcriptional profiles (Fig. 5A, B). 

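The labels that the authors transferred from MERFISH assigned 606 of the 1017 microglia to Homeo (59.6%), 318 to DAM (31.3%), 50 to IRM (4.92%) and 43 to Foamy (4.23%). The 43 Foamy cells all came from LPC-injected mice, 42 of them from white matter. None of the 457 control microglia was Foamy, which allows a share of up to 0.656%. In white matter, Homeo made up 33.0% ± 6.15 of microglia in LPC-injected mice (SD, n = 5) and 78.4% ± 5.44 in control mice (SD, n = 3), a difference of -45.4 percentage points. The DAM share was 47.2% ± 4.60 in LPC-injected and 19.9% ± 3.42 in control mice, and the Foamy share was 11.1% ± 4.12 against 0% in every control mouse. For each of these 3 states, no LPC-injected mouse overlapped with a control mouse (exact two-sided permutation test, p = 0.0179, the smallest that 5 mice against 3 allow, 0.0238 after Benjamini-Hochberg adjustment over 4 shares). The IRM share was 8.77% ± 6.13 against 1.73% ± 2.03, a difference that did not pass the same exact test (p = 0.143, also after adjustment). Leaving out mouse c8 brought the IRM difference past 0.05, at 9.23 percentage points (exact two-sided permutation test, p = 0.0286), and no other setting did. Only 1 sequencing lane held cells of both groups, from 1 mouse of each, which is too few for a comparison within lanes.

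**Figure D1:**
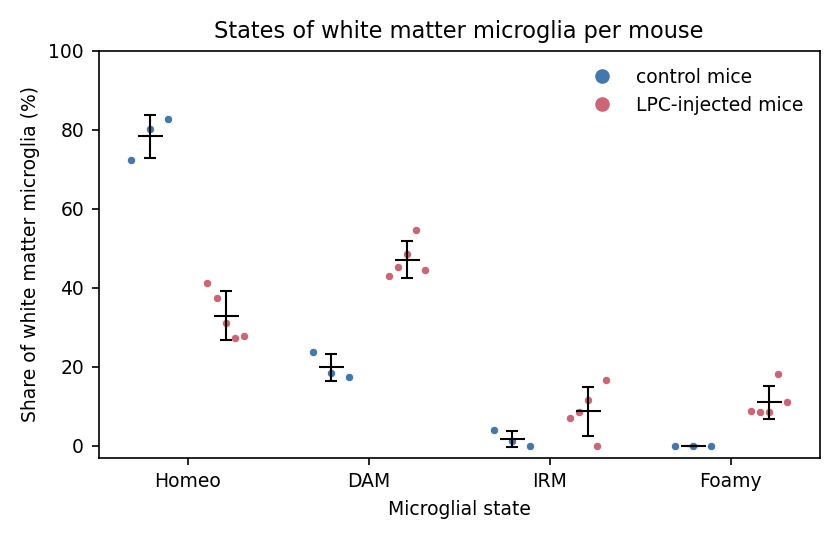
Share of white matter microglia in each state, in percent, for control and LPC-injected mice. Points are mice and lines are the mean and SD. The share of Homeo lies at 41.2% or below in LPC-injected mice and at 72.3% or above in control mice.

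For each state, genes that the paper's text names as its markers were compared over the 3 LPC-injected mice with all states. Many of them, among them Gpnmb, Lgals3, Tmem119 and Ifit1, were measured by MERFISH, from which the states were transferred to these cells. Others, such as Capg and Fabp5, are named by the paper for their correlation with BODIPY in these cells. High tallies or small p-values for such genes are therefore not independent evidence for the states. The highest mean CPM lay in Foamy for 14 of 14 Foamy markers, in Homeo for 4 of 4 Homeo markers, in IRM for 5 of 5 IRM markers and in DAM for 3 of 6 DAM markers (Cd74, Itgax and Clec7a). The other DAM markers are genes of the major histocompatibility complex: H2-Ab1 and H2-Oa had their highest mean in IRM, and H2-Aa in Foamy. The log2 estimates of edgeR, with mouse as a block, were highest in DAM for these 3 genes. IRM minus DAM was -0.14 for H2-Ab1 (standard error 0.96), -0.79 for H2-Oa (1.62) and -0.25 for H2-Aa (0.98). Foamy minus DAM was -1.05 (0.98), -0.46 (1.50) and -0.74 (1.02) in the same order. Among the markers with the highest mean CPM in DAM, the estimates of Cd74 and Itgax were also highest in DAM. That of Clec7a was higher in Foamy than in DAM, by 0.14 (standard error 0.63). Lgals3 (ENSMUSG00000050335; GRCm38 chromosome 14, 47367751 to 47386160) encodes galectin-3. Its expression was 1339 ± 685 CPM in Foamy (SD, n = 3 mice), 117 ± 76.4 in IRM (n = 3), 472 ± 393 in DAM (n = 5) and 116 ± 204 in Homeo (n = 5). The log2 fold change of Foamy over Homeo was 5.27 (standard error 0.69, higher in 3 of 3 mice, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of Foamy over DAM was 2.00 (standard error 0.65, higher in 3 of 3 mice, adjusted p = 0.572 from the same edgeR test). In mouse c8, which had 22 microglia, Lgals3 reached 479 CPM in Homeo and 1171 CPM in DAM, above the other mice. Plin2 (ENSMUSG00000028494; chromosome 4, 86648386 to 86670060) encodes a coat protein of lipid droplets and reached 554 ± 151 CPM in Foamy against 91.2 ± 121 in Homeo, where mouse c8 was again the highest at 304 CPM. Its log2 fold change was 3.58 (standard error 0.99, higher in 3 of 3 mice, adjusted p = 0.474 from edgeR with Benjamini-Hochberg adjustment).

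The homeostatic marker Tmem119 (ENSMUSG00000054675; chromosome 5, 113793729 to 113800516) was at 3786 ± 1723 CPM in Homeo, 1244 ± 652 in DAM, 4085 ± 2974 in IRM and 1235 ± 879 in Foamy, and higher in IRM than in Homeo in 1 of 3 mice. Over the same mice c5, c6 and c7, its mean in Homeo was 4708 CPM. The integrin gene Itgax (ENSMUSG00000030789; chromosome 7, 128129547 to 128150657) was at 256 ± 104 CPM in DAM and 8.44 ± 6.24 in Homeo, a log2 fold change of 5.25 (standard error 1.02, higher in 5 of 5 mice, adjusted p = 0.103 from edgeR with Benjamini-Hochberg adjustment). The interferon-induced gene Ifit1 (ENSMUSG00000034459; chromosome 19, 34640871 to 34650009) was at 307 ± 154 CPM in IRM and 1.45 ± 1.62 in Homeo, a log2 fold change of 7.78 (standard error 1.43, higher in 3 of 3 mice, adjusted p = 0.110 from edgeR with Benjamini-Hochberg adjustment).

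Across all 10852 genes, 17 were higher and 4 lower in Foamy than in Homeo by edgeR with Benjamini-Hochberg adjustment at 0.05, and 1059 had an unadjusted p below 0.05. The DESeq2 setting moved these counts most, to 158 genes higher and 1136 lower. It changed the test, the scaling and the filter on low counts together. In a simulation of this comparison, 76.3% of the genes DESeq2 called had not been changed. That simulation held only genes past edgeR's filter and took its spread from a fit without a term for state. Its false share therefore need not hold for the DESeq2 counts of the data. Between Foamy and DAM, edgeR called 3 genes, all higher in Foamy (Lyz2, Ctsd and the ribosomal RNA gene ENSMUSG00000106106), and 911 had an unadjusted p below 0.05. The third, named after its values were seen, is a gene whose reads are listed under another name in part of the sequencing lanes. DAM and Homeo differed in 6 genes, with Apoe, Lgals3bp and Lyz2 higher and Selplg, P2ry12 and Cst3 lower in DAM.

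**Figure D2:**
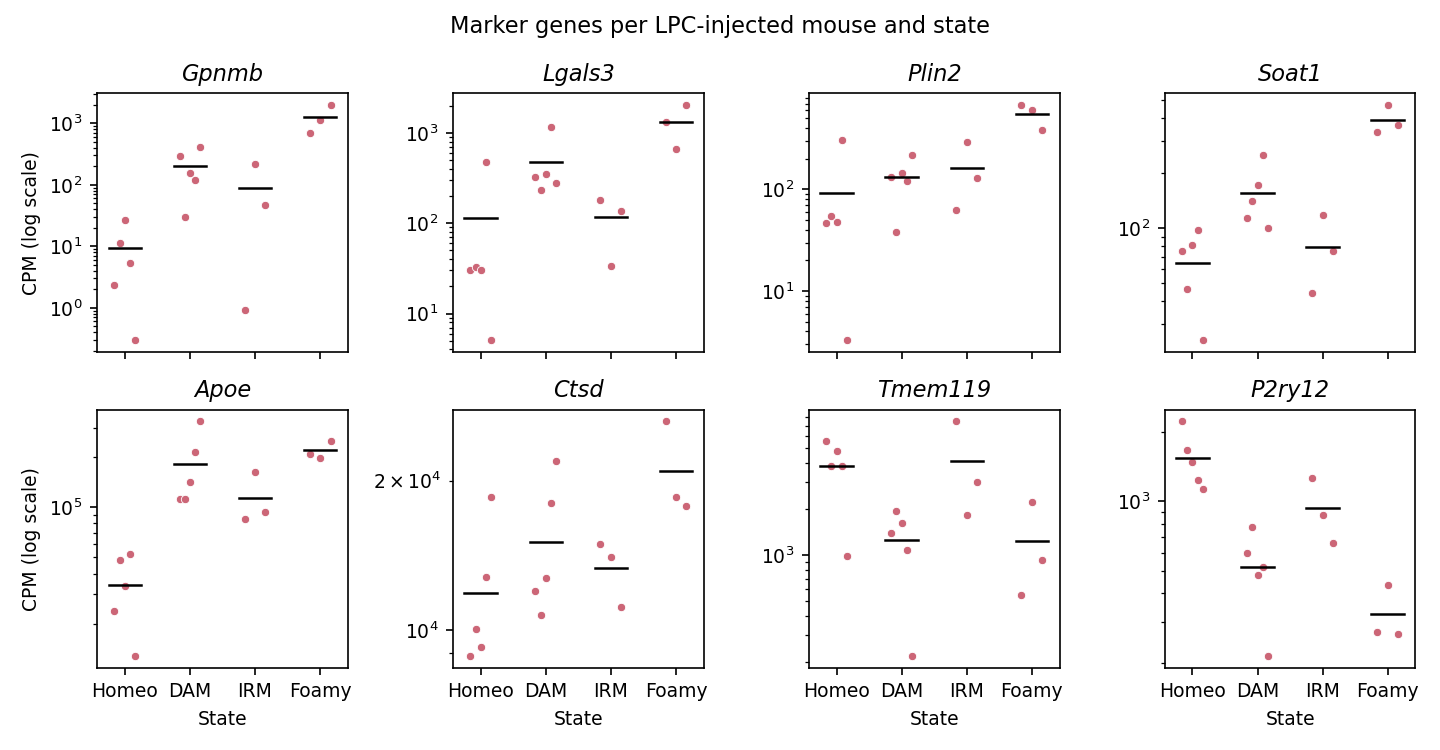
Expression of 8 genes in each state, in CPM on a log axis. Points are LPC-injected mice and black lines are the mean. Lgals3 lies between 657 and 2027 CPM in the 3 Foamy sums and between 33.4 and 183 CPM in the 3 IRM sums.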

Leveraging the full-transcriptome data, we performed functional enrichment analysis focusing on the foamy microglia cluster, which revealed a strong upregulation of pathways related to lipid metabolism and lysosomal processing, showing that these cells are engaged in lipid-processing functions (Fig. 5C). 

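Soat1, Cd63, Ctsd, Ctsb and Lyz2 are in the paper's foamy microglia signature, and they encode an enzyme that esterifies cholesterol, a membrane protein of late endosomes and lysosomes, a pair of lysosomal proteases and lysozyme. The memberships of the enriched terms are not used here. Soat1 (ENSMUSG00000026600; chromosome 1, 156424525 to 156474331) was at 389 ± 69.9 CPM in Foamy (SD, n = 3 mice), 79.2 ± 37.4 in IRM (n = 3), 155 ± 59.9 in DAM (n = 5) and 65.0 ± 29.1 in Homeo (n = 5). Every Foamy sum was above every sum of the other states. Its log2 fold change of Foamy over Homeo was 2.61 (standard error 0.62, higher in 3 of 3 mice, adjusted p = 0.243 from edgeR with Benjamini-Hochberg adjustment). Cd63 rose from 1195 ± 437 CPM in Homeo to 2069 ± 605 in DAM and 2964 ± 253 in Foamy, a log2 fold change of Foamy over Homeo of 1.71 (standard error 0.20, higher in 3 of 3 mice, adjusted p = 0.00036 from edgeR with Benjamini-Hochberg adjustment). Ctsd was at 20880 ± 4729 CPM in Foamy, 15057 ± 4744 in DAM and 11887 ± 4022 in Homeo. Its log2 fold change was 1.15 over Homeo (standard error 0.12, adjusted p = 0.00016) and 0.80 over DAM (standard error 0.12, adjusted p = 0.015), each higher in 3 of 3 mice and from edgeR with Benjamini-Hochberg adjustment. Ctsb (ENSMUSG00000021939; chromosome 14, 63122462 to 63145923) was at 17238 ± 727 CPM in Foamy, 11539 ± 1861 in DAM and 8938 ± 3077 in Homeo. Its log2 fold change was 1.26 over Homeo (standard error 0.14, adjusted p = 0.00030) and 0.83 over DAM (standard error 0.14, adjusted p = 0.061), with 3 of 3 mice higher in each comparison by edgeR with Benjamini-Hochberg adjustment. Lyz2 changed by 2.27 over Homeo (standard error 0.16, adjusted p = 4.6e-06) and 1.18 over DAM (standard error 0.16, adjusted p = 0.012) in log2 units, again in 3 of 3 mice by the same edgeR test. The cholesterol exporter gene Abcg1 (ENSMUSG00000024030; chromosome 17, 31057675 to 31117988), which is in the paper's DAM signature, was at 352 ± 49.4 CPM in Foamy and 259 ± 79.5 in DAM, a log2 fold change of 0.41 (standard error 0.51, higher in 3 of 3 mice, adjusted p = 0.984 from edgeR with Benjamini-Hochberg adjustment).

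From the terms of lipid metabolism and lysosomal processing among the foamy microglia signature genes, the paper concludes that these cells take part in lipid processing.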

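Lists of genes of lipid-associated macrophages (10 genes), disease-associated or activated-response microglia (DAM/ARM; 41 genes), interferon-stimulated microglia (24 genes) and homeostatic microglia (15 genes), which the paper collected from the literature in Supplementary Data 5, were scored in each cell. The score is the mean log-normalized expression of a list minus that of 100 control genes per gene drawn from the same of 24 expression bins, averaged over the cells of a state in each LPC-injected mouse. Scores were compared between states of the same mouse by exact two-sided sign-flip permutation tests, whose smallest p is 0.25 for 3 mice and 0.0625 for 5 mice, so no comparison could pass 0.05.

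The lipid-associated macrophage score was 0.358 ± 0.0740 in Foamy (SD, n = 3 mice), -0.150 ± 0.0199 in IRM (n = 3), -0.0102 ± 0.0695 in DAM (n = 5) and -0.166 ± 0.0985 in Homeo (n = 5). Within mice, Foamy exceeded Homeo by 0.596 ± 0.0679, DAM by 0.405 ± 0.0210 and IRM by 0.508 ± 0.0877, each in 3 of 3 mice. These differences are several times their SD (exact p = 0.25 each, 0.265 after Benjamini-Hochberg adjustment over 18 tests). Of the settings tried, sums of a single cell or more moved the difference from Homeo most, to 0.524. All 10 genes were higher in Foamy than in Homeo, with a median log2 fold change of 2.72. None passed edgeR with Benjamini-Hochberg adjustment over all genes, and 6 passed when adjusted over the list alone.

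The homeostatic score was highest in Homeo in 3 of 3 mice with all states. It was 0.704 ± 0.120 in Homeo (n = 5) and exceeded that of DAM by 0.498 ± 0.0583 in 5 of 5 mice (exact two-sided p = 0.0625). The interferon score was highest in IRM in 3 of 3 mice, at 0.449 ± 0.0951, and exceeded that of Homeo by 0.544 ± 0.0929. The DAM/ARM score was 0.810 ± 0.0573 in DAM and exceeded that of Homeo by 0.308 ± 0.0942 in 5 of 5 mice (exact two-sided p = 0.0625) and that of IRM by 0.109 ± 0.136 in 2 of 3 mice (exact two-sided p = 0.5). Foamy had the highest DAM/ARM score in 3 of 3 mice, at 0.939 ± 0.0921, above DAM by 0.154 ± 0.0659. Of the 41 genes, 24 were higher in Foamy than in DAM, with a median log2 fold change of 0.23, and 21 with libraries scaled by spike-in reads (median 0.052), a setting chosen after the values were seen. Capg and Gpnmb are in both the DAM/ARM and the lipid-associated macrophage list, and without them Foamy lay above DAM by 0.116.

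**Figure D3:**
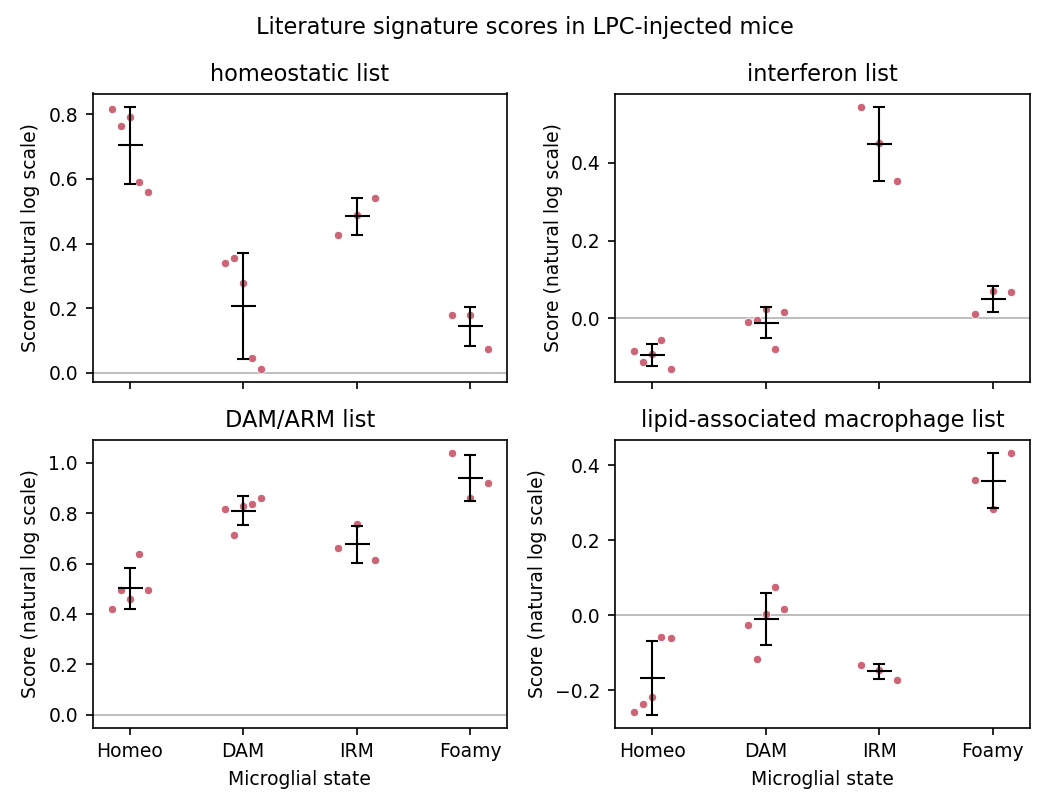
Scores of the 4 literature lists in each state of the LPC-injected mice, in units of log-normalized expression relative to control genes. Points are mice and lines are the mean and SD. The lipid-associated macrophage score is highest in Foamy, and the DAM/ARM score is 0.939 in Foamy and 0.810 in DAM.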

Analysis of gene expression scores of published single-cell signatures of lipid-associated macrophages from various tissues^42–44^ revealed that our foamy microglia cluster upregulated consensus lipid-associated macrophage signature, while the remaining clusters upregulated either homeostatic, interferon or DAM signatures (Fig. 5D). Single-cell analysis of BODIPY staining data showed that foamy microglia cluster had on average highest BODIPY values among all four clusters (Fig. 5E). Overall, scRNA-seq analyses support STcEM annotations and indicate conserved,

**Fig. 5:**
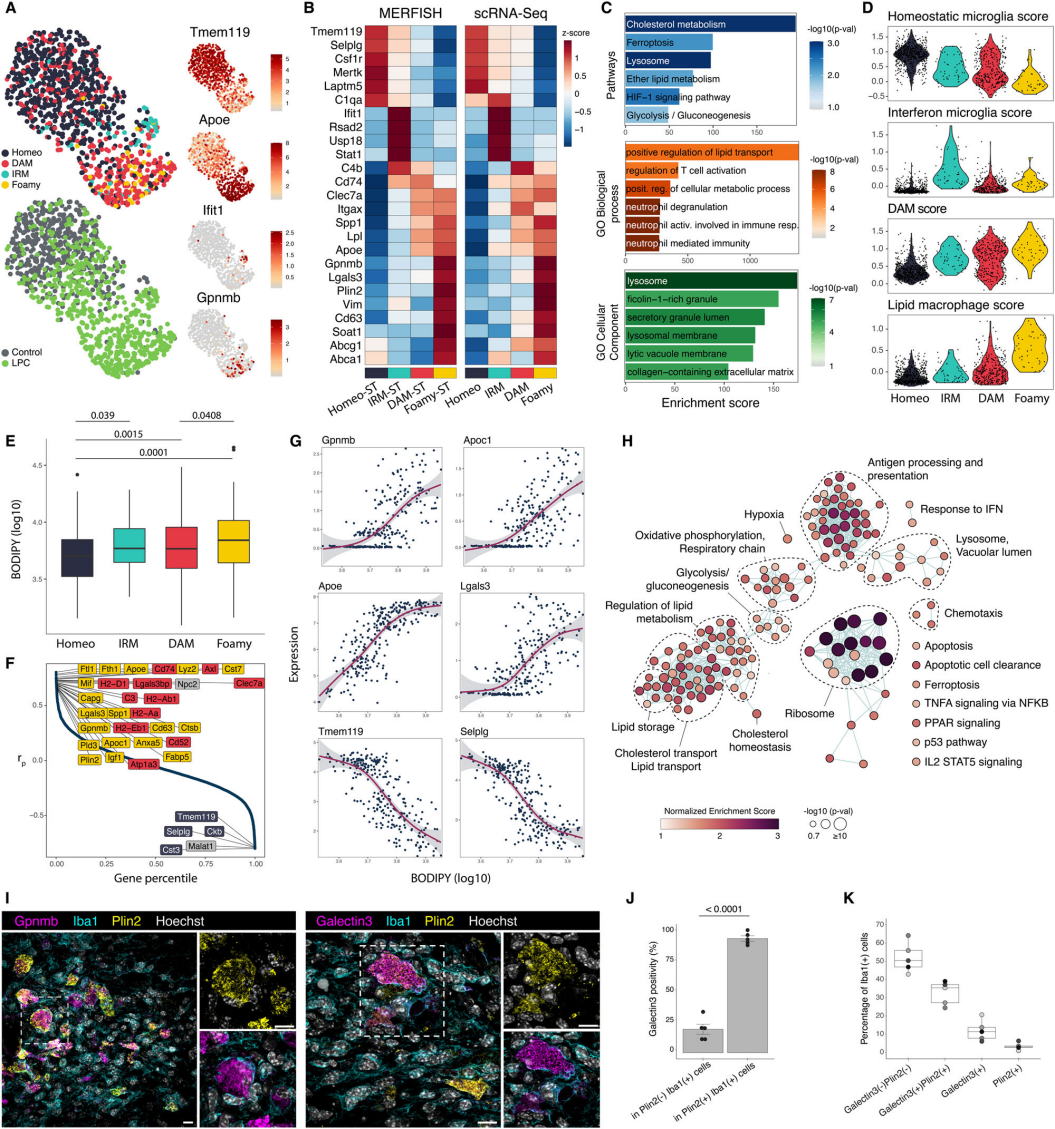
Extended characterization and validation of microglial populations. **A** UMAP embedding of microglial scRNA-Seq data colored by cluster (top left), experimental group (bottom left) and expression of selected markers (right). **B** Heatmap of average expression per microglial cluster measured by MERFISH (left) or by scRNA-Seq (right). **C** Pathway and Gene Ontology enrichment analysis of foamy microglia signature genes. One-sided Fisher exact test, nominal *p*-values. **D** Violin plots showing single-cell activity scores of homeostatic microglia, interferon-stimulated microglia, disease-associated microglia, and lipid-associated macrophages expression signatures collected from literature. **E** Boxplot of BODIPY fluorescence values of single microglia cells index-sorted from LPC-injected mice. Nominal *p*-values of post-hoc pairwise comparisons (two-tailed) following ANOVA, *n* = 560 cells obtained from 5 animals. Boxplots display the median (central line), interquartile range (IQR; box), and 1.5 * IQR (whiskers). Points beyond the whiskers represent outliers. **F** Rank plot of Pearson correlation coefficients between gene expression and BODIPY values in metacells. **G** Scatter plots of metacell gene expression vs BODIPY values for selected genes. Trendline represents generalized additive model fit, error band displays 95% confidence interval. **H** Network of pathways and Gene Ontology terms enriched in genes positively correlating with BODIPY. Gene Set Enrichment Analysis test, nominal *p*-values are shown. **I** Stainings of GPNMB, Galectin3 (Foamy microglia signature genes), IBA1 (microglia) and PLIN2 (lipid droplets) in LPC-injected white matter. Scale bar 10 µm. **J** Quantification of Galectin3 positivity in PLIN2-positive and PLIN2-negative microglia. Paired *T*-test (two-tailed, *p*-val = 4.021e^−6^), *n* = 5 animals. Data are presented as mean values +/- SEM. **K** Quantifications of Galectin3 and PLIN2 single and double positive Iba1+ microglia. *N* = 5 animals. Boxplots display the median (central line), interquartile range (IQR; box), and 1.5 * IQR (whiskers). Source data are provided as a Source Data file.

lipid metabolism-related gene expression responses in foamy microglia and peripheral lipid-loaded macrophages.

Our dataset provides an opportunity to examine correlations between gene expression and lipid deposition in microglia by measuring BODIPY values for individual RNA-sequenced cells. To evaluate these dependencies, we adapted the scWGCNA workflow^45^ for single-cell correlation analysis. This approach groups transcriptionally similar cells into metacells to robustly calculate correlations by accounting for sparsity and noise known to hamper single-cell correlation analyses^46,47^ (Methods). We found that top genes positively correlating with BODIPY were largely foamy microglia signature genes such as *Gpnmb*, *Lgals3, Apoe*, *Capg*, *Apoc1*, *Anxa5*, *Fabp5*, *Ftl1*, *Fth1*, *Ctsb*, among others, while genes associated with homeostatic microglia such as *Tmem119*, *Selplg*, *Cst3* showed negative correlation (Fig. 5F). Plotting gene expression vs BODIPY in metacells showed that Foamy-ST markers *Gpnmb*, *Apoc1* and *Lgals3*, among others, have delayed increase followed by a sharp rise, reaching highest levels in metacells with highest BODIPY values, consistent with their classification as markers of lipid-loaded microglia (Fig. 5G). Gene set enrichment analysis confirmed that genes increasing with BODIPY are enriched in functional terms related to cholesterol homeostasis, lipid storage, cholesterol and lipid transport, or regulation of lipid metabolism. In addition, we found enrichment of genes associated with lysosomes, oxidative phosphorylation and respiratory chain, antigen processing and presentation, ribosomal proteins, and cell death pathways (Fig. 5H).

To further validate the link between foam cell morphology and molecular signature, we co-stained IBA1^+^ microglia with antibodies against intracellular lipid droplet protein PLIN2 and Galectin3 (encoded by Foamy microglia signature gene *Lgals3*), in sections obtained from a new set of LPC-injected mice (*n* = 5) (Fig. 5I). Consistent with our previous data, Galectin3 labeled 90.8% of PLIN2^+^ IBA1^+^ microglia, but only 18.7% of PLIN2^-^ IBA1^+^ microglia, representing significant, nearly 5-fold enrichment in lipid droplet-containing microglia (Fig. 5J, K). In addition, we observed co-labeling of PLIN2^+^ IBA1^+^ microglia with antibodies against Glycoprotein NMB, encoded by *Gpnmb*, the top marker gene of Foamy microglia (Fig. 5I). Altogether, lipid staining-coupled scRNA-Seq and immunocytochemistry experiments validated and expanded the findings from the STcEM analysis by identifying transcriptome-wide profiles of microglial clusters and revealing correlations between lipid deposition and gene expression in microglia.

### STcEM enables gene-structure correlation analysis

So far, we have used STcEM to identify and match morphological and transcriptional cellular states. We sought to take the STcEM method a step further and examine its ability to recover continuous dependencies between ultrastructural features and gene expression (Fig. 6). Such gene-structure correlation networks could reveal functional modules and identify relationships between morphological properties and gene expression beyond cell state categories. To obtain genome-wide coverage, we imputed expression of unmeasured genes in MERFISH microglia data from our SmartSeq2 dataset (Methods), leading to 287 measured and 8431 imputed genes. Comparison of imputed gene expression to ground truth showed consistent patterns across microglial clusters (Fig. S9). We then devised a strategy for spatial transfer of the gene expression and morphological feature values between neighboring cells and across the modalities (Fig. 6A). Specifically, for 933 EM and 986 neighboring MERFISH cells in the lesion area, we calculated distance-weighted averages of the gene expression, and structural features for each cell based on its neighbors in common coordinate space. This resulted in smoothed values of both modalities in all 1919 cells (Methods). We then calculated Spearman correlation between genes and structural features.

**Fig. 6:**
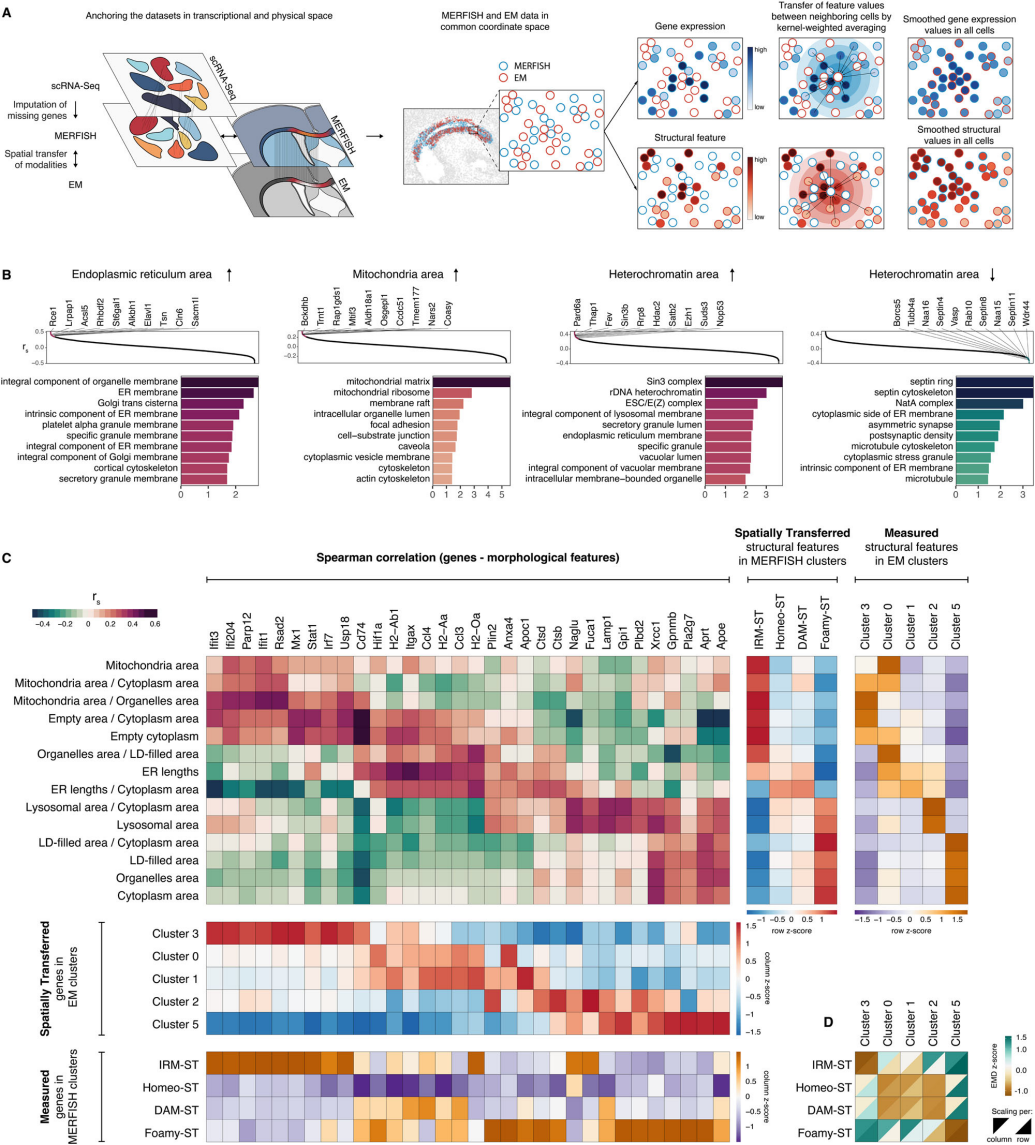
Correlation of gene expression and structural features in microglia. **A** Schematics of the computational strategy for spatial transfer of modalities followed by gene-structure correlation analysis. Unmeasured genes in MERFISH are imputed from SmartSeq2 data. MERFISH and EM data from adjacent sections are registered to common coordinate space. Gene expression values as well as structural feature values are then transferred between neighboring cells using distance-weighted averaging. **B** Rank plots of Spearman correlation between genes and selected structural features (top). Barplots on the bottom show enriched Gene Ontology Cellular Component terms among the top 200 positively (shades of red) or negatively (shades of green) correlating genes with respective structural feature. One-sided hypergeometric test, nominal *p*-value. **C** Heatmaps showing correlation between selected genes and structural features in microglia (red-green palette), average values of spatially transferred modality in ST and EM clusters (red-blue palette), and average values of directly measured modality in ST and EM clusters (orange-purple palette). **D** Heatmap of multiscale Earth Mover’s distances (EMD) between feature-based structural clusters and ST-derived clusters. Z-scored values per structural cluster (row scaling) as well as per ST cluster (column scaling) are shown. **A** was created with elements from BioRender.com.

We found that values of several structural features are correlated with functionally-related genes (Fig. 6B). For instance, endoplasmic reticulum (ER)-related gene ontology cellular component (GOCC) terms were significantly overrepresented among top genes positively correlating with ER area (e.g. “ER membrane”). Similarly, mitochondria-related terms (e.g. “mitochondrial matrix”) were overrepresented among genes positively correlating with mitochondria area. Other examples include overrepresentation of heterochromatin-associated terms (“rDNA heterochromatin”) and protein complexes active in pericentric heterochromatin (“Sin3 complex”) and nucleus (“ESC/E(Z) complex”) among genes positively correlating with heterochromatin area; as well as overrepresentation of cytoplasm-associated GOCC terms among genes negatively correlating with heterochromatin area (e.g. “septin cytoskeleton”, “microtubule”). These results demonstrate the ability of STcEM to capture biologically meaningful associations between structure and gene expression, even though the EM and MERFISH data were generated from adjacent sections.

We further focused on associations between genes and morphological features related to microglial reactive states, visualizing them as heatmaps (Fig. 6C, D). In addition to visualizing the correlation structure of the features, we show their average abundances in the identified morphological and transcriptional clusters, as well as spatial matching of the clusters (Fig. 6C, D). This revealed that spatially-transferred and directly measured values are largely in agreement for matching structural and transcriptional clusters. We were able to show that interferon-stimulated genes such as *Stat1*, *Ifit1*, *Rsad2*, *Irf7*, *Mx1*, that define IRM microglial state, positively correlated with mitochondrial content in a cell, ratio of mitochondria to other organelles and values of empty cytoplasm area, which are the structural features also marking morphological cluster 3. Further, we found that MHCII genes such as *Cd74*, *H2-Ab1*, *H2-Aa*, *H2-Oa*, that are most upregulated in DAM cluster, were positively correlated with cellular ER content. MHCII genes also showed tendency to increase with ratio of organelles-filled cytoplasm to lipid droplet-filled cytoplasm, suggesting potential differences in antigen-presenting capacity between DAM and Foamy microglia clusters. Although the correlations between Foamy microglia signature genes and lipid droplet area were more elusive in this analysis, we did detect positive dependencies, including *Gpnmb* and *Apoe*. Furthermore, foamy signature genes showed positive correlation with lysosomal content, which is consistent with our observation of microglia containing lipid-rich cytoplasm interspersed with lysosomes (see cell number 6 in Fig. 4B). In summary, here we used STcEM to begin to unravel dependencies between gene expression and ultrastructural features pertaining to microglial reactive states, providing a more systematic perspective on the relationships between microglial structure and molecular function.

## Discussion

ST technologies have opened new horizons in biology; however, ST measurements are typically disconnected from one of the most fundamental readouts of tissue phenotype—cellular morphology. While some studies have linked paired histological staining with lower-resolution ST methods^48,49^, these approaches are unable to detect single cells or their subcellular organization. Attempts to link ultrastructure to gene expression have been scarce, and limited to invertebrates with stereotypical cellular anatomy^50^. In this study, we integrated two seemingly incompatible high-resolution methods - EM and MERFISH - by anchoring them in spatial dimension. This allowed us to map and link ultrastructural and transcriptional phenotypes of single cells responding to LPC-induced demyelination.

After LPC injury, microglia accumulate at the injury site to clear cellular debris and initiate the regenerative process^51^. Phagocytosis of lipid-rich myelin drives the formation of foamy microglia, which play key roles in pathophysiology of multiple sclerosis^51^, but also in aging^52^ and neurodegenerative conditions such as Alzheimer’s disease (AD)^53^. Using STcEM, we uncovered their localization and transcriptional profile, which was characterized by the specific upregulation of *Gpnmb*, lysosomal transcripts, and genes involved in cholesterol and lipid metabolism. Intriguingly, in patients with early active MS, a microglia cluster with highly similar signature has been identified as the most strongly associated with the disease^54^. A similar gene set, including *Gpnmb*, is upregulated in lipid-loaded macrophages in atherosclerotic lesions^43^, obesity^42^ or fatty liver disease^44^, suggesting a conserved response to lipid overload in microglia and macrophages across tissues and conditions. GPNMB represents a genetic risk factor for Parkinson’s disease (PD)^55^, and is elevated in the substantia nigra of PD patients^56^, and in spinal cords of amyotrophic lateral sclerosis (ALS) patients^57,58^. Our results concur with the function of *Gpnmb* within a lipid-associated inflammatory network and identify it as a marker of subpopulation of foamy microglia. In addition, our data show that foamy microglia upregulate several AD genetic risk factors, including cholesterol transporters *Abca1*, *Apoc1* and *Apoe*^59^, further implicating them in the disease beyond the LPC demyelination model. 

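Gpnmb (ENSMUSG00000029816; chromosome 6, 49036546 to 49070929) encodes a transmembrane glycoprotein. In the scRNA-Seq data of LPC-injected mice it was at 1271 ± 643 CPM in Foamy (SD, n = 3 mice), 87.1 ± 112 in IRM (n = 3), 204 ± 153 in DAM (n = 5) and 9.35 ± 10.9 in Homeo (n = 5). The lowest Foamy sum, at 697 CPM, lay above the highest sum of any other state, at 417 CPM. The log2 fold change of Foamy over Homeo was 7.15 (standard error 1.38, higher in 3 of 3 mice), with an adjusted p of 0.052 from edgeR with Benjamini-Hochberg adjustment, which just missed the threshold of 0.05. Without edgeR's filter on low counts the adjusted p was 0.012, and by DESeq2 it was 1.6e-05. Over DAM the log2 fold change of Gpnmb was 1.86 (standard error 1.35, higher in 3 of 3 mice, adjusted p = 0.834 from edgeR with Benjamini-Hochberg adjustment). Leaving out each mouse in turn kept this Gpnmb difference between 1.34 and 3.00, the latter without mouse c5, and none of these passed the threshold in edgeR.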

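Abca1 (ENSMUSG00000015243; chromosome 4, 53030787 to 53159895), Apoc1 (ENSMUSG00000040564; chromosome 7, 19689481 to 19692660) and Apoe (ENSMUSG00000002985; chromosome 7, 19696109 to 19699188) encode a cholesterol transporter and 2 apolipoproteins, and the last pair are neighbours on the chromosome. In LPC-injected mice, Apoe was at 219568 ± 28092 CPM in Foamy (SD, n = 3 mice), 113508 ± 42416 in IRM (n = 3), 181446 ± 91579 in DAM (n = 5) and 34232 ± 16586 in Homeo (n = 5). Its reads took 19.3% ± 1.90 of all gene reads in Foamy, 11.0% ± 2.95 in IRM, 17.0% ± 4.14 in DAM and 3.86% ± 1.96 in Homeo. The log2 fold change of Foamy over Homeo was 2.94 (standard error 0.37, higher in 3 of 3 mice, adjusted p = 0.00094 from edgeR with Benjamini-Hochberg adjustment). Apoe differed by less between Foamy and DAM, by 0.56 in log2 units (standard error 0.39, higher in 3 of 3 mice, adjusted p = 0.815 from edgeR with Benjamini-Hochberg adjustment), and DAM exceeded Homeo by 2.38 (standard error 0.34, higher in 5 of 5 mice, adjusted p = 0.0088 from edgeR with Benjamini-Hochberg adjustment).

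Abca1 was at 185 ± 119 CPM in Foamy, 87.9 ± 38.0 in IRM, 55.1 ± 73.1 in DAM and 48.1 ± 34.9 in Homeo. The DAM value rests on mouse c5, at 183 CPM, with the next at 46.5 CPM. Abca1 was higher in Foamy than in Homeo in 3 of 3 mice, with a log2 fold change of 1.53 (standard error 1.00, adjusted p = 0.672 from edgeR with Benjamini-Hochberg adjustment), a difference that is not larger than its error allows. Apoc1 was at 291 ± 331 CPM in Foamy, 52.2 ± 27.1 in IRM, 229 ± 335 in DAM and 28.3 ± 37.6 in Homeo. The Foamy values of Apoc1 ranged from 0.707 to 651 CPM, so their spread exceeds their mean. Apoc1 was higher in Foamy than in Homeo in 2 of 3 mice, with a log2 fold change of 3.90 (standard error 1.51, adjusted p = 0.474 from edgeR with Benjamini-Hochberg adjustment). The Apoc1 value of DAM rests on mouse c9, at 820 CPM, and that of Homeo on mouse c8, at 94.4 CPM. These mice had 18 and 22 microglia.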

STcEM thus identified candidate genes that could facilitate therapeutic targeting of foamy microglia to promote regeneration and decrease neuroinflammation in demyelination disorders, aging and neurodegeneration.

Following LPC injury, an early and transient influx of T cells plays a role in microglia activation and subsequent demyelination^13^. In this study, we observed low T-cell numbers with considerable animal-to-animal variation, possibly due to the late analysis time point when T cells had already entered and were lost. However, we found that the few remaining T cells were enriched in the lesion, and co-localized with IFN-responsive cell states. This suggests that T cells, similar to aging WM^25^, could contribute to induction of IFN-responsive cell states and play a role in tissue damage. STcEM allowed us to discover structural properties of IFN-responsive microglia, characterized by areas of empty cytoplasm and perinuclearly clustered organelles with increased proportion of mitochondria. Interestingly, a recent study reported that transcriptional response to IFNγ in macrophages is dependent on mitochondrial function and mitochondrial mass^60^, but more research will be needed to elucidate the impact of IFN signaling on the ultrastructural organization of cells. In contrast to previous EM analysis of microglia in AD models^61^, we did not observe a “dark” microglia phenotype, indicating potential differences in microglial remodeling during chronic pathologies and acute demyelination.

The recent surge in generating vast EM datasets also increased the need for their annotation and analysis^62,63^. However, identifying cell types from EM images is time-consuming and requires expertize. STcEM tackles this bottleneck and extends the capacity of current EM methods such as correlative light and electron microscopy or immunogold labeling from handful of antibodies to hundreds of molecular targets. This enables the identification of subtle cellular states, and the study of interplay between structural reorganization and gene activity of cells in response to stimuli in situ. This is showcased by our gene-structure correlation analysis, that detected low to moderate correlations, which aligns with other studies^64,65^, and points to the complementary nature of gene expression and structural morphology in defining multidimensional cellular phenotypes. Our vision for future work is to utilize reference STcEM datasets from the same tissue to train models for prediction of single-cell gene expression from EM images or vice versa^48^.

While in this study we focused on the brain, STcEM can, in principle, be applied to any tissue, opening opportunities across fields. For example, STcEM could be applied to simultaneously identify virus particles via EM-based morphological criteria^66^ and detect associated spatial gene expression responses. Our approach to anchoring modalities via spatial domain could be expanded to other spatial technologies that are otherwise incompatible, facilitating spatial multiomics. We envision future STcEM developments, where multiple sections from the same cell could be generated by ultrathin sectioning, eventually providing a powerful approach for subcellular omics.

## Methods

### Animals

All mouse experiments in this study were performed with the approval and according to the regulations of the District Government of Upper Bavaria and reported according to guidelines^23,24^. Male C57BL/6 J mice were obtained from Janvier Laboratories (Supplementary Data 1). All mice were housed at the animal facility in the German Centre for Neurodegenerative Diseases (DZNE) in Munich in standard, pathogen-free conditions. The temperature in the housing unit was kept between 20 and 22 °C with 40–60% humidity and a 12-h light/12-h dark cycle.

### LPC injections

Lysophosphatidylcholine (LPC) injections were administered at the age of 3–4 months. A solution of 1% LPC (L4129, Sigma) in PBS was mixed with Monastral blue (274011, SigmaAldrich) at a concentration of 0.05% to aid with visualization of the lesion during tissue processing. Mice were anaesthetized with an intraperitoneal injection of MMF solution (0.5 mg medetomidin/kg (body weight), 5.0 mg midazolam/kg (body weight) and 0.05 mg fentanyl/kg (body weight)). Then, head fur was removed, the eyes were treated with bepanthene cream (1578847, Bayer) and a small incision in the skin was performed to expose the skull. The mouse was positioned into a stereotactic injection apparatus and a small hole was drilled at the following injection coordinates (from bregma): (X, ± 1.0 mm; Y, −0.1 mm). A glass capillary containing the LPC–monastral blue solution was then lowered to Z: −1.40 mm (including scull) from bregma, and 1 µL was injected at a rate of 100 nL/min. Two minutes after the delivery of LPC, the capillary was slowly retracted. The mouse was then injected with 0.05 mg buprenorphin/kg (body weight), and the skin was sutured. Anesthesia was terminated by a subcutaneous injection of AFN solution, containing 2.5 mg/kg (body weight) atipamezol, 1.2 mg/kg (body weight) naloxon and 0.5 mg/kg (body weight) flumazenil.

### Tissue collection and preparation for STcEM

Eighteen days after LPC injection, mice were anaesthetized with an i.p. injection of MMF (fentanyl (0.05 mg/kg)–midazolam (5 mg/kg)–medetomidine (1 mg/kg)) and transcardially perfused with 2 UI/mL Heparin (Heparin-Natrium-25000-ratiopharm®, PZN: 03029843) in HBSS (no calcium, no magnesium, Gibco™, 14175129) for 3 min and 4% paraformaldehyde (PFA, EM Grade, Electron Microscopy Sciences, Cat. No. 15710, diluted in 10X PBS, Invitrogen™ (to a final concentration 1x), AM9624 and UltraPure™ Distilled Water, Invitrogen™, 10977-035) for 5 min, before carefully removing the brain from the skull. Afterwards, the brains were fixed by submerging in 4% PFA for 6 h, followed by 14 h in 15% sucrose (Sigma-Aldrich, S0389 in UltraPure™ Distilled Water, Invitrogen™, 10977-035) and 5 h in 30% sucrose. Next, the PFA-fixed brains were simultaneously embedded in Tissue-Tek® O.C.T.™ Compound (Sakura, 4583) and frozen in a plastic mold on dry ice. For the “standard protocol”, fresh frozen brain samples were used: the mouse was only perfused with Heparin in HBSS and directly embedded and frozen in Tissue-Tek® O.C.T.™ Compound on dry ice. Brains were stored at −80 °C until further processing.

### Tissue sectioning

Coronal, 10 µm thick brain sections were prepared and collected at a cryotome (CryoStar NX70, Thermo Scientific). Sections determined for MERFISH analysis were placed on round glass slides provided by Vizgen Corp. (Cambridge, MA 02138; MERSCOPE slide part number 20400001). Sections for electron microscopy were collected on Superfrost Plus® Gold slides (Thermo Scientific, Menzel Gläser, K5800AMNZ72). Brain sections for MERFISH were subsequently washed two times with PBS and one time with 70% ethanol (VWR Chemicals, 20.821.310, diluted in UltraPure™ Distilled Water, Invitrogen™) for 5 min each. Then samples were individually sealed in bags filled with 70% ethanol and shipped to Vizgen Corp. (Cambridge, MA 02138) for MERFISH analysis. Sections for electron microscopy were stored at −80 °C until further processing.

### MERFISH procedure

#### Gene panel

Gene panel for this study consisted of 287 protein-coding genes and 98 blank probes. Genes included selection of known brain and immune cell type markers including glial cells, vascular cells, T-cells, macrophages and subtypes of Glutamatergic and GABAergic neurons. In addition, we included a panel of microglial, astrocytic and oligodendrocytic reactive markers from literature, and genes from cholesterol metabolic pathways. Full gene panel is listed in Supplementary Data 2.

#### Hybridization

Samples on beaded slides were placed tissue-side up in 60×15 mm petri dishes and kept at the back of the cryostat at −20 °C for at least 5 min for the tissue to adhere. For the fresh frozen samples, 5 ml of fixation buffer (4% paraformaldehyde in 1x Phosphate buffered saline) were added in a fume hood and incubated for 15 min at room temperature. The fresh frozen samples were then washed with 5 ml Phosphate buffered saline 3 times, 5 min each.

Both the fresh frozen and the fixed frozen samples were then permeabilized in 5 ml 70% ethanol at 4 °C overnight, in parafilm-sealed dishes, and stored long-term in the same conditions. For hybridizing with the library (the gene panel), the samples were washed with 5 ml Vizgen Sample Prep Wash Buffer (Vizgen part number 20300001) and then incubated in 5 ml Formamide Wash Buffer (Vizgen pn 20300002) at 37 °C for 30 min in an incubator. The Formamide Wash Buffer was aspirated from the tissue, and 50 μl of the gene panel mix was added on top of each tissue. A piece of parafilm ~1.5 cm×1.5 cm was placed on top to spread the library mix and protect it from evaporation. The dishes were sealed with parafilm and placed in a humidified incubator at 37 °C for 36–48 h. The parafilm was removed from the top of each tissue, and the samples were incubated in 5 ml Formamide Wash Buffer at 47 °C for 30 min, twice. The samples were then washed with 5 ml Sample Prep Wash Buffer for 2 min.

#### Gel embedding

To gel embed the samples, fresh 10% w/v ammonium persulfate solution was prepared. For each sample, 5 ml of Gel Embedding Premix (Vizgen pn 20300004) was combined with 25 μl of the 10% ammonium persulfate solution and 2.5 μl of TEMED (N,N,N’,N’-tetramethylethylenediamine). In parallel, one 20 mm Gel Coverslip (Vizgen pn 20400003) for each sample was cleaned with RNAseZap, followed by 70% ethanol and dried with Kimwipes. The Gel Coverslips were then covered with 100 μl of Gel Slick Solution (VWR, catalog number 12001-812) for a minute and wiped dry with Kimwipes. The Sample Prep Wash Buffer was aspirated from the samples. For each sample, 100 μl of the Gel Embedding Mix was retained in a small tube, while the remainder of the Gel Embedding Mix was added to the samples and incubated for 1 min. The Gel Embedding Mix was then poured out from the samples into a waste tube but kept aside on the bench (to monitor gel formation). The slides were then aspirated dry, leaving just enough liquid to keep the tissue from drying out. 85 μl of the separately retained Gel Embedding Mix was added on top of the tissue, and the Gel Slick treated coverslip was placed over it with tweezers, with the Gel Slick-treated side facing down toward the tissue and avoiding air bubbles. Extra Gel Embedding Solution was aspirated from the sides of the coverslips. The dishes were incubated at room temperature for 1.5 h to allow the gels to form. Thereupon, the coverslips were removed using a Hobby Blade and tweezers.

#### Tissue clearing

To clear the samples of lipids and proteins that interfere with imaging, 5 ml of Clearing Premix (Vizgen pn 20300003) were mixed with 50 μl of Proteinase K for each sample. After the coverslips were removed from the gel embedded samples, the clearing solution was added to each sample, and the dishes were sealed with parafilm. The fresh frozen samples were placed at 37 °C in a humidified incubator overnight, while the fixed frozen samples were placed at 47 °C in a humidified incubator overnight (or for a maximum of 24 h), and then moved to 37 °C. The samples were stored in the Clearing solution in the 37 °C incubator prior to imaging for up to a week.

#### Sample imaging

The Clearing solution was aspirated from the sample, and the sample was washed three times with Sample Prep Wash Buffer briefly, then again for 10 min on a rocker, and then three more times briefly. The sample was incubated with 3 ml of the appropriate first hybridization buffer, including Dapi and polyT reagent (Vizgen pn 20300021), for 15 min at room temperature on a rocker, covered from light. The sample was then washed with 5 ml of the Formamide Wash Buffer (Vizgen pn 20300002) for 10 min at room temperature on a rocker, covered from light, and then transferred to 5 ml of the Sample Prep Wash Buffer (Vizgen pn 20300001). In the meantime, the Imaging buffer was prepared by combining the Imaging buffer, the Imaging Buffer Activator (Vizgen pn 20300015), and RNase inhibitor at a ratio of 500:2.5:1. The hybridization buffers appropriate to the gene panel, as well as the imaging buffers, were loaded onto the Vizgen microscope system. The sample was placed in the flow chamber and connected to the fluidics system of the Vizgen microscope, taking care to disperse air bubbles. A low-resolution mosaic was acquired using a 10X objective, and the regions of interest (whole coronal sections) were selected for high-resolution imaging with a 60x lens.

For the high-resolution imaging, the focus was locked to the fiducial fluorescent beads on the coverslip. Seven 1.5 μm-thick z planes were taken for each field of view when imaging the tissue, including for the DAPI channel. Cell segmentation was performed using the Watershed algorithm, using DAPI nuclear seeds and PolyT total RNA staining basins. Images were decoded to RNA spots with xyz and gene id using Vizgen’s Merlin software.

### MERFISH analysis

#### Data quality control and filtering

Single-cell gene expression matrices were obtained by counting mRNA molecules within segmented cell boundaries and further analyzed in R using Seurat package and custom-made scripts. We excluded cells containing <30 or >2500 individual transcripts, <5 unique genes, cells with volume <40 µm^3^ or >2500 µm^3^ or cells with average count of blank probe spots >1.

#### Annotation of cell types and clustering analysis

Data were normalized by dividing gene counts for each cell by total count for that cell, multiplied by 10,000 and log-transformed. Data were then scaled and principal components were calculated on all 287 measured genes. Between 20 and 30 principal components were used to calculate UMAP embedding and perform clustering analysis using Louvain algorithm to examine each section individually. Afterwards, we integrated data from three replicates using Seurat’s rpca workflow and repeated UMAP and clustering analysis. Cluster markers were identified using Wilcoxon rank-sum test. To resolve neuronal subclasses, we downloaded Allen Brain Atlas reference single-cell RNA-Seq data, including metadata with cell type annotations^25^. We then subsetted the reference data to neuronal classess and mapped cell type annotations to our integrated MERFISH data using Seurat’s label transfer workflow. These annotations as well as annotation of remaining cell types (striatal neurons, glial, immune cells) were refined in rounds of subclustering analysis by each time subsetting data to major cell class and repeating normalization, scaling, pca and clustering workflows. During analysis we noted that fraction of segmented single-cell profiles exhibits contamination with transcripts from other cell types originating mostly from imperfect cell boundary segmentation. These resemble “doublets”, however unlike doublets in droplet-based single-cell RNA-Seq workflows, in MERFISH data they bear biological significance as they originate from physically proximal cells. Therefore, we opted to annotate clusters that clearly represented mixture of different cell types as doublets, but keep them in the data, keeping this in mind during analyses. During subclustering analysis, we further removed effect of contaminating RNA by regressing expression signatures of other cell types from the data. For this, we first obtained signatures of each cell type by searching for differentially expressed genes between analyzed cluster and other coarse clusters (other present cell types) using strict threshold. We then calculated aggregate score for each signature in each cell using Seurat’s AddModuleScore function and regressed these scores from expression matrix of analyzed cluster before running PCA, UMAP and subclustering analyses. For analysis of astrocytes, we iteratively repeated the subclustering in 3 rounds, each time removing the smaller subclusters that clearly exhibited profiles mixed with other cell types. For subclustering of microglia, we further excluded known non-microglial genes (known markers of other cells) from the matrix. This strategy dramatically improved resolution of clusters and allowed us to discover expression patterns previously masked by contaminating RNA while keeping sufficient cell numbers.

#### Pseudotime analysis

Pseudotime within microglia was calculated using Monocle3 (package version 1.3.1). The Seurat object with 3D UMAP embeddings and cluster information (res 1.5) was converted into a cell data set object using SeuratWrapper functions and used as input for trajectory inference. Principal graphs were calculated with learn_graph without considering partitions or closed loops, followed by calculating pesudotime with order_cells (selected root state within the homeostatic subpopulation). Pseudotime values for each single cell were then used to explore pseudotime per subcluster or within the spatial context.

#### Spatial segmentation of the lesion

To quantify cell types within the lesion areas, we in silico dissected lesion areas into lesion core, lesion inner edge and lesion outer edge. First, we segmented area representing lesion core based on: (i) spatial pattern of microglia (accumulated in lesion core, decreasing density towards lesion edge), (ii) spatial pattern of oligodendrocytes (absent in lesion, marking lesion edge) and (iii) expression profile of Mbp (marking lesion edge). We then expanded the polygon around lesion core twice by 50 um, segmenting inner lesion edge and outer lesion edge. For comparison, we also segmented area of uninjured white matter and uninjured cortical gray matter from contralateral hemisphere. We then quantified proportions of cell types in these areas.

#### Cell neighborhood analysis

To analyze cellular neighborhoods of microglial clusters and T-cells in the lesion, we first subsetted data to union of cells from lesion core, lesion inner edge and lesion outer edge. We then identified each cell’s 5 nearest neighbors in physical space (based on Euclidean distance) and counted the proportion of each cell type label among the neighbors. We then repeated this process 10 000 times, each time randomly permuting cell type labels to obtain empirical *p*-value and empirical fold-enrichment (defined as observed fraction of cell type label among neighbors divided by average fraction obtained from all permuted iterations). Neighborhood analysis of the EM data was performed in the same way using EM-derived annotations and cellular positions.

#### Spatial interaction analysis

To evaluate spatial interactions between cell types in the lesion, we calculated Ripley’s L function (specifically Besag’s transformation of Ripley’s K function) for pairs of cell clusters, using Lcross function from spatstat R package. L function is a cumulative statistic measuring average number of cells (points in 2d area) that are closer to a given cell than a certain distance. For plotting, we centered *L*-values by subtracting the measured value from the expected value (average of 200 random permutations of cell labels). Thus, values >0 indicate attraction/clustering between cells and values <0 indicate repulsion at a given distance. Values outside of the envelopes around L-function indicate statistical significance. We considered only the area of the lesion (bounded by “lesion outer edge” polygon) and evaluated L-value at distances from 5 um to 250 um.

#### Alignment of MERFISH and EM data

For initial exploration, DAPI staining images of MERFISH sections were registered onto EM overview scans of the sections of the same sample based on user-defined anatomical landmarks with BigWarp ImageJ plugin using thin plate spline transformation. After obtaining EM image stacks of the lesion, performing single-cell morphological analysis and recording positions of cells in the lesion core in the image coordinates, we repeated the alignment of the lesion area to the MERFISH data. Specifically, we identified corresponding landmark points in the EM stack image of the lesion area and MERFISH DAPI image, and then used icp function from Morpho R package to register the landmark points through iterative closest point algorithm. We performed this process in steps starting with rigid registration followed by similarity registration to align global coordinates and finally, thin-plate-splines registration (using tps2d function) to refine the alignment by correcting local deformations.

#### Analysis of similarity between cellular spatial patterns

EM and MERFISH data in common coordinate system were used for the analysis. For each cell cluster from both modalities, cellular density in the area encompassing the registered cells was calculated using density function from spatstat R package. We calculated densities at multiple smoothing scales by varying parameter sigma (sigma = 25/50/75/100). Density distributions were then normalized to 1 and Earth Mover’s Distance (EMD) was calculated between pairs of clusters. EMD evaluates dissimilarity of two probability density distributions by measuring the amount of “work” (represented by the amount of probability mass and the distance it needs to be moved) needed to transform one distribution into the other. This distance metric has several desirable properties for global comparison of spatial patterns, including considering the overall layout and relative positioning of the density distribution bins, rather than values at individual bins only. Finally, the average of EMDs from four sigma scales was calculated to obtain a multiscale EMD.

#### Imputation of unmeasured genes in MERFISH data

Anchors between MERFISH microglia data and SmartSeq2 scRNA-Seq data were identified using Seurat’s FindTransferAnchors function based on the same gene set as previously for clustering (excluded non-microglial genes) and using rpca reduction with 15 dimensions. Subsequently expression of unmeasured genes was imputed using Seurat’s TransferData function. We filtered out genes with low expression (requiring at least 10 counts in at least 20 cells based on original SmartSeq2 data) resulting in imputed expression of 8687 genes in 15830 MERFISH microglial cells.

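In the deposited counts of the 1017 microglia, 8478 of 21128 genes had at least 10 counts in at least 20 cells. Of the 287 genes of the MERFISH panel, 79 were among them and 208 were not, including 83 that the counts do not list under the panel's name. The genes that passed the filter outside the panel numbered 8399, and the genes that passed or were in the panel numbered 8686. The paper's reported numbers are 8687 genes in the imputed data and 8431 imputed genes. Requiring more than 10 counts in place of at least 10 left 8416 genes. With all 1332 cells in place of the microglia, 9652 genes passed.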

#### Correlation analysis between structural features and gene expression

EM and MERFISH data in common coordinate system were used for the analysis. From MERFISH data, we considered only cells withing the area surrounding the available EM data. We then smoothened the data by applying spatial distance-weighted averaging in order to (i) increase signal-to-noise ratio, (ii) compensate for potential misalignment and (iii) spatially transfer the values between the two modalities. Specifically, for each cell, we calculated 2d kernel-weighted average of the feature values of its neighbors (both gene expression based on neighboring MERFISH cells and structural features based on neighboring EM cells). For gene expression modality, we used the measured values for the genes that were present in MERFISH panel, and the imputed values for the remaining genes. The weights for averaging were defined by bisquare kernel function with maximal distance parameter 75 microns, beyond which the weight is zero. This resulted in 2d-smoothed gene expression values as well as 2d-smoothed structural feature values in all cells in the analyzed area in the lesion. Finally, we calculated spearman correlation coefficient for all gene-structural feature pairs. We identified enriched Gene Ontology Cellular Component terms among the top 200 correlating genes using enrichR package.

### Tissue collection and preparation for scRNA-Seq

The mice (18 and 24 weeks old) were deeply anesthetized by 10 mg/ml ketamine and 1 mg/ml xylazine solution i.p. and perfused with cold HBSS between 9am-11am (to decrease circadian fluctuations). Each brain was removed and under a dissection microscope individually micro-dissected; gray matter was isolated from the frontal cortex and white matter form optic tract, medial lemniscus and corpus callosum (attached gray matter and choroid plexus were carefully removed). We used a microglia isolation protocol we previously described^26^, that prevents ex-vivo transcription and automatizes the mechanical isolation parts using GentleMacs with the Neural Tissue Dissociation Kit (Papain) (Miltenyi Biotec). We added actinomycin D (Act-D, Sigma, No. A1410) to a final concentration of 45 μM into the dissociation solution and enzyme mix to prevent ex-vivo transcription. The dissociated cell suspension was passed through a 70 μm cell strainer (Corning, 352350) before labeling. Subsequently, cells were blocked with mouse FcR-blocking reagent (CD16/CD32 Monoclonal Antibody, eBioscience cat:14-0161-82,1100) and then stained with the antibody against CD11b (PE/Cy7,M1/70, eBioscience, Cat:48-0451-82,1:200) and washed with PBS (Sigma, D8537). Cells were then resuspended in PBS with BODIPY 493/503 (1:2,000 from a 1mgml–1 stock solution in DMSO) and actinomycin D (final concentration of 45 μM) and incubated for 10 min at 37 °C. Cells were washed two times with FACS buffer. Cells were excluded by staining with DAPI (1:10,000; Invitrogen). Viable (DAPI negative) single immune cells (CD11b positive cells) were sorted by flow cytometry (SH800; Sony), and index-sorting mode was used to save BODIPY fluorescence values for each cell. Single-cells were sorted into 96 well plates filled with 4 μL lysis buffer containing 0.05% Triton X-100 (Sigma), ERCC (External RNA Controls Consortium) RNA spike-in Mix (Ambion, Life Technologies) (1:24000000 dilution), 2.5 μM oligo-dT, 2.5 mM dNTP and 2 U/μL of recombinant RNase inhibitor (Clontech) then spun down and frozen at −80 °C.

### scRNA-Seq library preparation and sequencing

The 96-well plates containing the sorted single cells were first thawed and then incubated for 3 min at 72 °C and thereafter immediately placed on ice. To perform reverse transcription (RT) we added into each well a master mix of 0.59 μL H2O, 0.5 μL SMARTScribe™ Reverse Transcriptase (Clontech), 2 μL 5x First Strand buffer, 0.25 μL Recombinant RNase Inhibitor (Clontech), 2 μL Betaine (5 M Sigma), 0.5 μL DTT (100 mM) 0.06 μL MgCl2 (1 M Sigma), 0.1 μL Templateswitching oligos (TSO) (100 μM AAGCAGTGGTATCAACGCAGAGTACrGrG+G). Next RT reactions were incubated at 42 °C for 90 min followed by 70 °C for 5 min and 10 cycles of 50 °C 2 min, 42 °C 2 min; ending with 70 °C for 5 min for enzyme inactivation. Preamplification of cDNA was performed by adding 12.5 μL KAPA HiFi Hotstart 2x (KAPA Biosystems), 2.138 μL H2O, 0.25 μL ISPCR primers (10 μM, 5’ AAGCAGTGGTATCAACGCAGAGT-3), 0.1125 μL Lambda Exonuclease under the following conditions: 37 °C for 30 min, 95 °C for 3 min, 23 cycles of (98 °C for 20 s, 67 °C for 15 s, 72 °C for 4 min), and a final extension at 72 °C for 5 min. Libraries were then cleaned using AMPure beads (Beckman-Coulter) cleanup at a 0.7:1 ratio of beads to PCR product. Libraries were assessed by Bio-analyzer (Agilent 2100), using the High Sensitivity DNA analysis kit, and quantified using Qubit’s DNA HS assay kits and a Qubit 4.0 Fluorometer (Invitrogen, LifeTechnologies). Further selection of samples was performed via qPCR assay against ubiquitin transcripts Ubb77 (primer 1 5'-GGAGAGTCCATCGTGGTTATTT-3' primer 2 5'-ACCTCTAGGGTGATGGTCTT-3', probe 5'-/5Cy5/TGCAGATCTTCGTGAAGACCTGAC/3IAbRQSp/−3') measured on a LightCycler 480 Instrument II (Roche). Samples were normalized to 160 pg/μL. Sequencing libraries were constructed by using in-house produced Tn5 transposase. Libraries were barcoded, pooled and purified in 3 rounds of AMPure bead (Beckman-Coulter) cleanup at a 0.8:1 ratio of beads to library. Libraries were then sequenced with 100 bp paired-end sequencing on DNBSeq platform (BGI group) to a median depth of 8.6×10^5^ reads/sample.

### scRNA-Seq analysis

Demultiplexed Fastq files were quality-controlled with FastQC and reads were then aligned using rnaSTAR to the GRCm38 (mm10) genome with addition of ERCC spike-in sequences. To obtain single-cell gene expression matrices reads were counted with rnaSTAR using parameter “quantMode GeneCounts” and unstranded argument. Further analysis was performed in R using Seurat package and custom-made scripts. Samples were filtered for quality with several QC thresholds (Fig. S4b). Data from LPC-injected and control mice were integrated together using Seurat’s CCA integration workflow: Expression was normalized by dividing gene counts for each cell by total count for that cell, multiplied by 10,000 and log-transformed, 3000 variable features were identified with SelectIntegrationFeatures() function, transfer anchors were found using FindIntegrationAnchors() function and data were integrated with IntegrateData() function. Data were scaled before calculating PCA and UMAP embedding using 30 PCs. Cell type clusters were identified using Leiden algorithm and annotated based on canonical cell type markers identified by Wilcoxon rank-sum test. After first round of coarse clustering, microglia were isolated and analyzed separately by repeating aforementioned workflow. Microglial cluster labels were then mapped from MERFISH data onto SmartSeq2 data by finding anchors using Seurat’s FindTransferAnchors() function and mapping labels with TransferData() functions. Cluster markers were identified using Wilcoxon rank-sum test.

#### Functional enrichment analysis

Gene expression signatures for each microglial population were identified by (i) finding sets of differentially upregulated genes between said population and every other population (wilcoxon rank-sum test) (ii) intersecting these sets. 

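The paper's signatures hold 55 genes for Foamy, 46 for IRM and 53 for DAM, and were chosen by the study on these cells. In sums per mouse and state of the LPC-injected mice, 51 of the 55 Foamy genes and 46 of the 46 IRM genes had a higher log2 estimate in their own state than in each other state. For DAM this held for 21 of 53 genes, since 51 were higher than in Homeo, 34 higher than in IRM and 24 higher than in Foamy. The DAM count ranged from 14 with sums of at least 10 cells to 30 with libraries scaled by spike-in reads, the latter chosen after the values were seen. The Foamy genes had a median log2 fold change of 2.27 over Homeo, 1.08 over DAM and 1.60 over IRM, and the IRM genes of 2.61 over Homeo, 1.88 over DAM and 2.50 over Foamy. The DAM genes had a median of 1.90 over Homeo, 0.39 over IRM and -0.03 over Foamy. Of 10000 random lists of genes matched for expression, 94.66% had a lower median than the DAM genes against Foamy, and 100% in each of the other 8 comparisons.

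No gene was higher than in each other state for Foamy, IRM or DAM by edgeR with Benjamini-Hochberg adjustment over all 10852 genes. At an unadjusted p below 0.05 in each of the 3 comparisons, 21 genes were higher in Foamy, 15 in IRM and 25 in DAM. DESeq2 called 16, 17 and 131 genes. The count adjusted over the list alone was 6 of the 55 Foamy genes, 2 of the 46 IRM genes and 0 of the 53 DAM genes, which is not independent evidence because the lists were chosen on the same cells. These counts moved with the setting: for Foamy to 0 without a block for mouse or with sums of at least 1 cell, to 16 with sums of at least 10 cells, and to between 3 (without mouse c6) and 11 (without mouse c9) when a mouse was left out, and for IRM to 8 by DESeq2, 5 with sums of at least 10 cells and 0 without c5, c6 or c7 or with sums of at least 1 cell. Unweighted limma, chosen after the values were seen, gave 20 and 37. In the Foamy signature, Slc66a1 is a name used only in part of the sequencing lanes, and the rest list the gene as Pqlc2. With both names added, its log2 fold change of Foamy over DAM was 0.81 (standard error 1.98, adjusted p = 0.997 from edgeR with Benjamini-Hochberg adjustment). In the DAM signature, ENSMUSG00000106106 (chromosome 17, 39846353 to 39848827) is a ribosomal RNA gene listed in the other lanes as CT010467.1. With both names added, its log2 fold change of DAM over Homeo was 0.09 (standard error 0.05, adjusted p = 1.00 from edgeR with Benjamini-Hochberg adjustment) and of Foamy over DAM 0.45 (standard error 0.07, adjusted p = 0.016 from the same edgeR test).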

Identified signatures are available in Supplementary Data 3. Enriched KEGG pathways and Gene Ontology terms in these signatures were then identified using Enrichr package. Full results are available in Supplementary Data 4. For analysis of published microglial signatures, marker genes were collected from relevant publications. Specifically, for lipid-associated macrophage signature we intersected markers of lipid-associated macrophages in adipose tissue^42^, atherosclerotic aorta^43^ and liver^44^. For DAM signature, we intersected markers of disease-associated microglia (DAM)^15^, activated-response microglia (ARM^17^), and neurodegeneration-related microglia signature^67^ and excluded genes in lipid-associated macrophage signature to assure specificity. For homeostatic signature we intersected markers of homeostatic microglia from refs. ^15,67^. For interferon signature we intersected signature of interferon microglia^67^ and core module of interferon-stimulated genes^68^. Activity of each signature was scored in each cell using AddModuleScore() function. Signatures from literature are available in Supplementary Data 5.

#### Analysis of BODIPY staining data

Continuous BODIPY staining values were matched to the single-cell transcriptomes from SmartSeq2 dataset based on the index-sorting information. Exploratory analysis revealed moderate batch effect in BODIPY data between control and LPC-treated samples. To remove any potential batch influence, we used only cells from LPC-treated samples in the subsequent analysis. BODIPY values were log10-transformed and differences between microglial clusters were tested with ANOVA followed by pairwise-post hoc tests using emmeans R package. To robustly identify correlations between genes and BODIPY values, we employed metacell approach that collapses transcriptionally highly similar cells into small groups. This mitigates sparsity and noise inherent in single-cell data that are known to hamper correlation analyses^46^. Metacells were constructed with ConstructMetacells function from hdWGCNA R package^47,69^ using *k* = 20. We then calculated Pearson correlation coefficients between average values of genes and average BODIPY value in the metacells. To identify pathways and biological processes enriched in BODIPY-correlating genes, we used Gene Set Enrichment Analysis (via fgsea R package) with pearson correlation values as rank metric (Supplementary Data 6). Gene Ontology, KEGG and Hallmark Signature gene sets were retrieved from the Molecular Signature Database using msigdbr R package.

### Serial section electron microscopy using automated tape-collecting ultramicrotomy (ATUM)

Mouse cryotome sections adjacent to the ones analyzed by spatial transcriptomics were sectioned at 10 µm thickness and collected onto glass slides (SuperFrost Plus Gold, Thermo). Tissue sections stayed adherent to the glass slides during the processing for EM and were kept in slide containers (Simport™ Scientific LockMailer™ Tamper Evident Slide Mailer, Fisher Scientific). These holders were positioned in a wrack on an orbital shaker during the incubation steps and reagents were exchanged by pouring or pipetting. We postfixed the sections in 2.5% glutaraldehyde (Science Services) in 0.1 M sodium cacodylate (Science Services) buffer (pH 7.4) for 30 min and applied a standard rOTO protocol starting with 1 h incubation in 1% osmium tetroxide (Science Services), 1% potassium ferricyanide (Sigma) in 0.1 M sodium cacodylate buffer (pH 7.4). After washing and reaction with 1% thiocarbohydrazide (Sigma) for 20 min at 40 °C we applied a second osmium step (1% osmiumtetroxide in water, 1 h). The tissue was further contrasted in 1% aqueous uranyl acetate at 4 °C over night. Samples were dehydrated in an ascending ethanol series and infiltrated with LX112 in acetone (LADD). Large gelatin capsules covering the entire brain coronal section (size 000, 9.55 mm diameter, Science Services) were positioned onto the glass slides and cured for 2d at 60 °C. In order to remove the encapsuled sample from the glass slide we notched the resin around the tissue section with a sharp blade. The glass slide was then submerged into liquid nitrogen for several seconds and heated up in a 60 °C water bath. These freeze-thaw cycles were repeated until the tissue block could be removed from the glass slide.

The block was trimmed at the empty resin end using a rotary tool (Dremel) in order to fit it into a standard sample holder. We trimmed the tissue end to generate an approximately 3 × 5 mm block face bearing the entire cortex and the ventriclesusing a trimming machine (TRIM2, Leica). After taking single large sections covering both hemispheres, the block was trimmed to the ipsilateral region only (2 × 3 mm) for the whole area annotation (Fig. 2). Sections (127) at 200 nm thickness were collected onto an ATUMtome (Powertome, RMC) using a histo knife (Diatome) and collected on freshly plasma-treated (custom-built, based on Pelco easiGlow, adopted from M. Terasaki, U. Connecticut, CT), carbon nanotube (CNT) tape (Science Services). CNT tape stripes were assembled onto adhesive carbon tape (Science Services) attached to a 4-inch silicon wafer (Siegert Wafer) and grounded by adhesive carbon tape strips (Science Services). EM micrographs were acquired on a Crossbeam Gemini 340 SEM (Zeiss) with a four-quadrant backscatter detector at 8 kV. In ATLAS5 Array Tomography (Fibics), we acquired the whole section at 200 nm and ipsi- and contralateral regions of interest at 20 nm lateral resolution. For the serial sections, we imaged the whole section overview at 200 × 200 × 200 nm resolution and selected the region of interest within a thickness of 13.2 µm (66 × 200 nm). Every second section (axial resolution 400 nm) was imaged at 20 × 20 nm lateral resolution. This resulted in three image stacks, one covering the full area of interest at 1.2 × 1.2 mm and two covering 0.5 × 0.5 mm. The large image stacks were exported as tiles, stitched and aligned using Fiji TrakEM2 and three VAST files generated from them.

For the whole area annotation (Fig. 2) we trimmed the block face to a 2 × 3 mm size covering the ipsilateral lesion site. Serial sections (127 at 200 nm thickness) were taken and collected onto tape. We imaged the whole section overview at 200x200x200 nm resolution and selected the region of interest within a volume of 13.2 µm (66 × 200 nm) thickness. Every second section (z resolution 400 nm) was imaged at 20 × 20 nm lateral resolution. This resulted in three image stacks, one covering the full area of interest at 1.2 × 1.2 mm and two covering 0.5× 0.5 mm. The large image stacks were exported as tiles, stitched using TrakEM2 and three VAST files generated from them.

### Expert cell type annotation

Annotation of cell types according to the ultrastructural morphology was performed in VAST^70^ on all three datasets. The respective cell of interest was investigated along the entire stack thickness, screened for ultrastructural features (lipid droplet, lysosomal content, ER branching), categorized and flagged at the stack surface. The structural criteria for categorization are summarized in Table 3. The three VAST object files were exported and reassembled in Blender.

### Quantitative structural analysis

#### Segmentation

For quantitative feature-based classification of ultrastructural microglial morphologies we segmented the entire organellar inventory of examined cells. These segmentations are cell-type independent, only the extent of prevalence of lipid droplets is characteristic to (foamy) microglia. Specifically, microglia from 17 consecutive tissue sections were segmented using VAST in one of the three image stacks that covered the entire area. For each cell, the plane with the biggest cellular area within the stack was selected and its features were manually segmented. Exclusion criteria were: (i) cells with most of its volume outside the stack and (ii) cells with representative planes that were damaged from sample preparation. Nuclear eu- and heterochromatin were differentiated by separate segments. Further organelle labeling comprised lysosomes, mitochondria and ER. In addition, areas with lipid droplets or other complex phospholipid inclusions (hallmarks of different processing state of the phagocytosed lipidic material) were segmented and termed “lipid droplet-filled area”. In addition, “organellar cytoplasm” and “empty cytoplasm” refer to cytoplasmic areas with or without any aforementioned organelles, respectively.

#### Generating raw features data from segmentation

Segmentations were exported with VAST tools as binary image tiles of 8192×8192 pixels. The following processing steps were carried out with the help of a user-defined script using Napari for visualization^71^ Tiles were repatched and whole cell segmentations were indexed using connected component labeling. For each indexed cell, the exact location was obtained from its bounding box coordinates. Other ultrastructural segmentations were referred to the whole cell segmentations. For nucleus, heterochromatin, lysosomes, lipid droplets, mitochondria and other organelles, the ultrastructural area was expressed as total number of pixels. The length of endoplasmic reticulum (“ER length”) was calculated as arc length using OpenCV^72^. Finally, the “empty cytoplasm area” was obtained by subtracting the number of pixels from all other segmentations from that of the whole cell segmentation. These were represented as a structured database, which was subsequently cleaned by removing stray pixels and any cells with unsegmented ultrastructure before undergoing further feature selection.

#### Clustering analysis

PCA was calculated based on all structural features (areas of segmented ultrastructures and their non-redundant ratios) and first 20 PCs were used to calculate shared nearest neighbor graph using Seurat’s FindNeighbors function. The snn graph was then clustered by Louvain algorithm with FindClusters function. Data were visualized as UMAP, which was calculated based on 15 PCs using RunUMAP function.

#### Method for retrieving corresponding manual label

As expert classification and feature-based ultrastructural analysis were conducted independently, along with inadvertent folds in some sections that resulted in imprecise cross-section alignment, exact coordinates of a cell can vary slightly between both datasets. To match cells from expert classification and feature-based analysis to a common index, euclidean distances were calculated between every coordinate of the two datasets. For each expert classified cell, the shortest distance was selected where it was then assigned the corresponding cell index. Fisher exact test was used to compare significance of overlap between expert-assigned labels and cluster labels in 144 cells for which both labels were retrieved.

### Immunohistochemistry

To quantify PLIN2 and GPNMB/Galectin3 double positive microglia, brain sections (16 µm thick) from LPC injected mice (4 months old, 14 dpi) were permeabilized for 10 min in sodium citrate buffer (0.01 M, pH 6.0) at 80 °C, blocked in Blocking Buffer (2,5% BSA, 2,5% fish gelatin, 2,5% FCS in 1xPBS) and incubated with Plin2 (Novus Biological NB110-40877, 1:200, rabbit), Iba1 (Synaptic Systems 234 009,1:400, chicken), Gpnmb (biotechne, BAF2330, 1:200, goat) or Galectin3 (Novus Biological, NBP2-16590, 1:400, rat) in diluted blocking buffer (1:5 PBS) with 0,05% saponin (Sigma Cat.47036) overnight at 4 °C. After repeated washing, section were incubated with secondary antibodies (AlexaFluor™ 488, donkey anti-chicken Invitrogen # A78948, 1:1000, AlexaFluor™555 donkey anti-rabbit, Invitrogen #A-31572, 1:1000, AlexaFluor™ 647 donkey anti-goat, 1:1000 or AlexaFluor™ 647 donkey anti rat, # A48272, 1:1000) diluted in blocking buffer (1:5 in PBS) with 0,05% Saponin for 2 h at RT. Nuclei were stained with Hoechst (2 μg/ml Hoechst 33342). Optical sections were acquired with a confocal laser-scanning microscope (Zeiss LSM 900 AiryScan) using a 63x/1.46 Oil-objectives (Zoom factor 1.3–2.5). The z-step in z-stacks was kept at 0.8 μm.

To quantify T cells within and outside the lesion area, brain sections of LPC injected mice (14 dpi) were permeabilized in permeabilization buffer (0,5% Triton X-100 in PBS) for 30 min and blocked with AffiniPure FAB Fragment Donkey Anti-Mouse IgG (H + L) (715-007-003, Jackson ImmunoResearch, 1:100 in permeabilization buffer) for 1 h, followed by incubation with blocking buffer (5% goat serum in permeabilization buffer) for another hour. Primary antibodies against Iba1 (Synaptic Systems 234004, guinea pig, 1:500), Stat1 (Cell Signaling Technology, clone 14994 S, rabbit, 1:500) and Cd8a (biolegend, 100702, clone 53-6.7, rat, 1:100) were diluted in blocking buffer and incubated on the sections overnight at 4 °C. After washing three times with permeabilization buffer, sections were blocked using the Avidin/Biotin Blocking Kit (Vector’s Laboratories, SP-2001) and then incubated with secondary antibodies against guinea pig (AlexaFluor™ 647, Invitrogen, A-21450, 1:500), rat (AlexaFluor™ 488, Invitrogen, A-11006, 1:500) and rabbit (Goat Anti-Rabbit IgG Antibody (H + L), Biotinylated BA-1000) in blocking buffer on the sections for 1 h. Sections were washed three times with permeabilization buffer and incubated with fluorescently conjugated streptavidin (Streptavidin, AlexaFluor™ 555 conjugate, Invitrogen, 1:500) in blocking buffer for 1 h. Lastly, DAPI (Invitrogen, D1306, 1 μg/mL final concentration) in blocking buffer was added for 30 min. Sections were finally washed and embedded in ProLong™ Gold Antifade Mountant (Life Technologies, P36934). Images were taken as z-stacks at a Zeiss LSM 900 AiryScan, with a 20x objective (Plan-Apochromat 20x/0,8 M27-Air).

#### Analysis of IHC data

For IHC quantification, images were taken from 3 to 5 biological replicates. The value of n and what it represents in each quantification can be found in the respective figure legends. For the quantification of double positive PLIN2+Galectin3+ cells, the average of 2–4 lesion side images per mouse was considered as one biological replicate. For the T cell count within and outside the lesion side, one whole imaged lesion and surrounding area per mouse was considered as a biological replicate. For the count of T cells outside of the lesion area, ventricles were excluded, as well as brain area without any further T cell occurrence, meaning the most distant T cell outside the lesion in the image frame built the landmarks for framing the outside lesion area, however, if not applicable (because of missing T cell), the border of the lesion side built the alternative landmark to frame the “outside lesion area”. Quantification was performed with ImageJ. Bar graphs and boxplots related to IHC staining were generated in R and base R functions were used to perform statistical testing and to calculate *p*-values for Fisher’s exact test or Wilcoxon-Mann-Whitney test. A *p*-value of <0.05 was considered as significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1 − 6

Reporting Summary

## Data Availability

The MERFISH and scRNA-Seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE202638. Figure source data are provided with this paper. All other data that support the findings are available upon request from the authors. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Spatial Transcriptomics-correlated Electron Microscopy maps transcriptional and ultrastructural responses to brain injury
**Source:** Nat Commun. 2023 Jul 11;14:4115. doi: 10.1038/s41467-023-39447-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Tables with animal info for MERFISH and SmartSeq2 datasets

File Name: Supplementary Data 2

Description: List of genes targeted in MERFISH experiments

File Name: Supplementary Data 3

Description: Gene expression signatures of identified microglial populations in SmartSeq2 dataset. Related to Figure S3.

File Name: Supplementary Data 4

Description: Gene expression signatures of microglia/macrophages collected from literature. Related to Figure S3E

File Name: Supplementary Data 5

Description: ENRICH Results of enrichment analysis of lipid-associated microglia signature. Related to Figure S3D.

File Name: Supplementary Data 6

Description: Gene Set Enrichment Analysis results of genes correlating with BODIPY

How the deposited data were processed for this re-analysis (not part of the article)

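Single CD11b+ cells of 8 mice, 3 controls and 5 injected with LPC, were profiled by SmartSeq2. The authors aligned the reads with rnaSTAR to GRCm38 with ERCC spike-in sequences added and counted them on genes without regard to strand, and the deposited expression table holds these raw read counts, 21128 genes in 1332 cells. The authors' table of cells gives gene reads, genes with a count, spike-in reads and total reads as counts, the share of uniquely mapped reads as a percent, and the shares of spike-in and mitochondrial reads as a fraction although their names call them percent. The sums of the gene counts were the same as the deposited gene reads in every cell. The table also gives each cell's mouse, treatment, tissue, plate, sequencing lane, sort date, whether it was kept, and its microglial state. The annotation release behind the gene names is not given in the sources used here. Of the 21128 gene names, 20480 are in the annotation used here for coordinates (GENCODE release for GRCm38). The index-sorting values of BODIPY fluorescence were not used here, so none of the planned results on BODIPY was computed. MERFISH and electron microscopy data were not analysed here.

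Total reads per cell had a median of 794677 and gene reads a median of 513602. In the microglia kept, gene reads ranged from 24363 to 2889974 per cell. The sums of counts per mouse and state ranged from 3057465 gene reads (mouse c8, Homeo, 6 cells) to 58146774 (mouse c7, DAM, 91 cells). Foamy sums held 10, 11 and 16 cells and IRM sums 8, 12 and 21 cells. Exact (Clopper-Pearson) 95% binomial intervals and a limit of 3 counts behind a count of 0 were used, and these cover counting error only.

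The states were taken from the authors' annotation, with the annotated homeostatic, activated, interferon and lipid microglia as Homeo, DAM, IRM and Foamy. These labels were transferred from MERFISH through genes measured in both data sets. Tests between states are therefore not independent of the labels for those genes. Counts were summed per mouse and state over sums of at least 5 cells (LPC-injected mice), per mouse over white matter microglia (mice with at least 10 such cells), and per mouse and tissue (at least 10 cells in each tissue). Cells were not treated as replicates. States and tissues of the same mouse are pairs, and mouse was a block in the models of states and tissues. Libraries were scaled by TMM and genes with low counts were removed by filterByExpr, which left 10852 genes for the states, 12440 for LPC against control white matter, 10791 and 10904 for gray against white matter in control and LPC-injected mice, and 12463 for the difference between these. Tests were edgeR's quasi-likelihood tests (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change is the fold change divided by the square root of the test's F value. A gene counted as higher in a state than in each other state when it passed against each of the 3 others. Scores followed AddModuleScore with 24 bins and 100 control genes per gene on counts scaled to 10000 per cell. Scores were compared by exact two-sided sign-flip tests over mice, and shares of states by exact two-sided permutation tests over mice.

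The genes named are those that the paper's text names for its scRNA-Seq data, for its state markers or in its discussion of foamy microglia, and for each test the 5 passing genes with the largest log2 fold change in each direction among those changed the same way in every mouse. The gene lists of the supplementary data had been seen when this rule was written. Genes named outside the rule are said to be so where they appear. Laptm5, which the paper names for microglia in general, was taken out of the Homeo markers after its values had been seen. A gene that the paper names, a gene with a large change and an oligodendrocyte marker are not reported here; the first and the last were taken off the lists after the results had been seen, and the values that used them were computed again without them.

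The main settings, the alternatives to them and the rule on named genes were chosen before the data were examined. The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, sums of at least 1 or at least 10 cells, no block for mouse, white matter cells only, both tissues pooled, Homeo cells only, scores without control genes, the gene filter over all cells, and leaving out each mouse in turn. Further alternatives were chosen after seeing the data: adding the counts of genes listed under 2 names, adding the control mice to the comparison of states, scaling libraries by spike-in reads, plates with cells of both tissues, Homeo cells only for gray against white matter, Homeo cells only with sums of at least 5 cells, the DAM/ARM list without the genes it shares with the lipid-associated macrophage list, and limma on mean log-normalized expression, without weights and weighted by the number of cells, in genes with a count in at least 10 percent of cells. Both limma forms were chosen after the counts of edgeR had been seen. The form with sums of at least 5 Homeo cells was run first and is listed as added because the plan's minimum was 10 cells. edgeR's older quasi-likelihood fit was tried once for the states and made no difference to the counts.

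The tests were tested on simulated data. Counts were drawn from fitted means and dispersions with changes of 1, 2, 4 or 6 log2 units given to 50 genes each. The fits left out the tested term, so these dispersions also hold real differences between the compared groups and may be too large. With them, edgeR recovered 0 of 49, 0 of 47, 3 of 49 and 16 of 49 of the changes between Foamy and Homeo. It made 19 calls, of which 0 were false. DESeq2 made 257 calls there, of which 196 (76.3%) were false. The simulated data held only genes past the filter on low counts, which the DESeq2 fits of the data did not use. Between LPC and control mice edgeR made 29 calls with 2 false, and 172 of the 252 calls of DESeq2 (68.3%) were false. Between white and gray matter of LPC-injected mice edgeR made 57 calls with 3 false, and 296 of the 390 calls of DESeq2 (75.9%) were false. With the dispersions lowered to 0.1 of those estimated, edgeR recovered 5 of 50, 26 of 48, 49 of 50 and 47 of 49 changes between Foamy and Homeo. There 5 of its 132 calls were false. limma was simulated with normal noise on mean log-normalized expression, a scale on which the sizes are not those of sums. There it recovered 29, 46, 50 and 50 of 50 changes of 0.5, 1, 2 and 3 units without weights and 31, 49, 50 and 50 with weights, and 4.37% and 3.74% of its calls were false. A change of 0.5 added to a list in simulated cells gave a score difference of 0.491.

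Transcripts of other cell types were counted from lists of markers, with at least 10 counts of at least 3 markers of a type. The lists were written before these cells were counted, but an oligodendrocyte marker was taken off after the results had been seen. That left 3 oligodendrocyte markers, all of them needed. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.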

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

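The tests without the cell with the most counts, of the interval around the Foamy share of mouse c8, and of spike-in reads within plates were chosen only after the results were seen.

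In white matter, the Foamy share of mouse c8 was 18.2% (4 of 22 microglia), farther from the other LPC-injected mice (8.59% to 11.1%) than the spread among them. Its exact 95% binomial interval reaches down to 5.19%, below the shares of the others. The interval is wide because the mouse has few cells, so the few cells and a difference between mice cannot be told apart here. No biological explanation was tested.

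In 11 cases a gene's expression in one LPC-injected mouse lay far from the other 4. In DAM these were Abca1 in mouse c5 (183 CPM), Apoc1 in mouse c9 (820 CPM) and Lgals3 in mouse c8 (1171 CPM). In Homeo, mouse c8 stood apart for Apoc1 (94.4 CPM), Cd74 (3817 CPM), Lgals3 (479 CPM), Plin2 (304 CPM) and Usp18 (344 CPM), and mouse c9 for Clec7a (478 CPM), Csf1r (17740 CPM) and Fabp5 (178 CPM). With 2 shares of cells, described in this part, 13 of 77 groups of values had such a mouse. For independent, normally spread values, chance gives about 1 in 20 groups, or 3.85. The groups here share mice, and single cells dominate many of the sums, so 3.85 is not a measured chance rate. Of the 11 expression values, 10 were in mice c8 and c9, which had fewer microglia than the median LPC-injected mouse. A single cell held a median of 64.5% of the counts of the gene, and without the cell with the most counts 3 of the 11 values still lay as far from the others. Leaving out the highest cell of only the sums that stand apart favours few cells as the explanation, so this test decides nothing, and few cells in the sum cannot be told apart from a difference between mice. The 3 values that still lay apart were Clec7a in mouse c9, and Lgals3 in DAM and Usp18 in Homeo of mouse c8.

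Transcripts of oligodendrocytes were present in 0.781% of the white matter microglia of mouse c6 (1 of 128 cells) and in 0% in the other 4 LPC-injected mice, so this mouse stands apart by a single cell. No other explanation was tested.

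Gene reads per spike-in read differed between DAM and Homeo in opposite directions in the 2 groups of mice. The log2 difference of DAM minus Homeo was 0.488 ± 0.235 in LPC-injected mice (SD, above 0 in 5 of 5 mice) and -0.169 ± 0.0955 in control mice (SD, above 0 in 0 of 3 mice), a difference of 0.657 between groups (exact two-sided permutation test, p = 0.0179, the smallest that 5 mice against 3 allow). Taken within plates the difference between groups was 0.616 and the LPC-injected mice gave 0.443, which argues against differences between plates as the whole cause. Foamy cells also had more gene reads per spike-in read than Homeo cells of the same mice, by 0.571 ± 0.155 in log2 units (SD, 3 of 3 mice) and by 0.553 within plates. Sort date and age differ between the groups and stay open, as does a larger RNA content of DAM and Foamy cells in LPC-injected mice. Neither was tested.

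The difference between white and gray matter microglia itself differed between LPC-injected and control mice in 5 genes by edgeR with Benjamini-Hochberg adjustment, with 590 at an unadjusted p below 0.05 and 468 called by DESeq2. In log2 units, the white minus gray matter difference was larger in LPC-injected mice by 1.24 for Ctsb and 1.09 for Ctsz, and smaller for Tmem119 (-1.67) and Selplg (-1.14). The fifth gene, named after its values were seen, was ENSMUSG00000106106, whose reads are listed under another name in part of the lanes, and it was not called once the counts under both names were added, which left 4 genes. Without each mouse in turn, the count fell to 2 (c1), 1 (c2), 2 (c3), 1 (c5), 2 (c6) and 0 (c7). The differences themselves stayed between 1.14 and 1.44 for Ctsb, 1.05 and 1.26 for Ctsz, -1.79 and -1.48 for Tmem119, and -1.21 and -0.99 for Selplg. The 10 ways to split the 6 mice are too few for a share under 0.05: the real split gave 5 genes and the highest other split 1. With Homeo cells only, 1 gene was called. These sums hold fewer cells, and the count also fell without single mice. It therefore cannot tell whether the different shares of the states in the lesion contribute.

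Among the cells that the authors did not keep, 10 of LPC-injected mice had T cell transcripts (4 in mouse c6, 5 in c7 and 1 in c8, all from white matter) and 10 had monocyte transcripts (4 in mouse c5, 2 in c6, 3 in c7 and 1 in c9). None of the cells not kept from control mice had either. The paper leaves these cells out of its scRNA-Seq results. They passed the sort for CD11b, and treatment, age and sort date differ together between the groups, so an arrival of these cells after the injection and a difference between sorts both stay open. No test was run to separate them.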

How the results depend on the processing

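The settings that add genes listed under 2 names, add control mice, scale libraries by spike-in reads, use plates with cells of both tissues, use Homeo cells only for gray against white matter or with at least 5 cells, or use limma were chosen only after the results were seen. Unless said otherwise, the cause of a change was not tested.

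Of the values under settings planned in advance, 35 of 36 shares, 104 of 112 scores, 760 of 980 values of named genes and 56 of 96 counts of genes kept their direction and their side of the threshold or their size. For the settings added later the numbers were 5 of 5 scores, 289 of 384 values of named genes and 21 of 37 counts. Of the other values of named genes, 191 were weaker and 26 stronger under planned settings and 56 and 37 under added ones.

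Named genes reversed in 5 cases, none of them called. H2-Oa, at 0.54 log2 units for DAM minus Homeo (standard error 1.33), was at -0.038 with control mice added, and between -0.23 (without mouse c9) and 1.30 (without mouse c8) when a mouse was left out. Laptm5 moved from -0.22 to 0.13 for DAM minus Homeo with libraries scaled by spike-in reads, and for Foamy minus Homeo from -0.10 to 0.0049 without mouse c5 and to 0.088 without mouse c7, with -0.17 without mouse c6 the lowest.

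The shares of the states in LPC-injected minus control white matter stayed between -48.5 and -43.3 percentage points for Homeo, 25.5 and 29.2 for DAM, 5.06 and 9.23 for IRM, and 9.29 and 11.7 for Foamy when each mouse was left out. The IRM difference passed 0.05 without mouse c8 (9.23, exact two-sided permutation test, p = 0.0286), the only LPC-injected mouse with no IRM cell.

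Scores moved by more than their SD in 8 cases. With sums of 1 cell or more, the lipid-associated macrophage score of Foamy exceeded that of Homeo by 0.524 and of DAM by 0.368, and the homeostatic score gave -0.143 for Foamy minus DAM and 0.206 for Homeo minus IRM. In white matter only, the lipid-associated macrophage score of Foamy exceeded that of DAM by 0.381, and the homeostatic score gave -0.529 for Foamy minus Homeo, -0.121 for Foamy minus DAM and 0.226 for Homeo minus IRM. No direction changed. Without each mouse, Foamy minus Homeo in the lipid-associated macrophage score stayed between 0.569 and 0.634.

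Between Foamy and Homeo (21 genes, 17 of them higher), DESeq2 called 1294 (158 higher), sums of at least 10 cells 32, no block for mouse 6, and limma 43 without weights (15 higher) and 60 with weights (25 higher). Leaving out a mouse gave 12 to 28 genes, with 12 without c5 and 13 without c7. Between Foamy and DAM (3 genes), DESeq2 called 1328 (87 higher); DESeq2's size factors, sums of at least 1 cell, sums of at least 10 cells, no block for mouse and libraries scaled by spike-in reads each gave 0; white matter only, control mice added and either form of limma each gave 1. Leaving out a mouse gave 1 to 4, with 1 without c5 and 1 without c6. The pairing of states within mice is real, since the cells come from the same animals, so the result without a block is the less apt of the pair.

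For genes higher in a state than in each other state (0 for each by edgeR; 21, 15 and 25 at an unadjusted p below 0.05), DESeq2 called 16 for Foamy, 17 for IRM and 131 for DAM. For Foamy, no filter on low counts gave 1 gene, limma without weights 1 and limma with weights 1, and leaving out a mouse gave 0 to 1, with 1 (Lyz2) without c9. For IRM, limma gave 6 without weights and 3 with weights. Most DESeq2 calls were false in the simulations of Foamy against Homeo, LPC against control, and white against gray matter. These simulations held only genes past the filter on low counts, which the DESeq2 fits of the data did not use. Genes higher than in each other state were not simulated, so the false share of these DESeq2 counts is not known. The split of its calls between Foamy and Homeo was 158 higher against 1136 lower.

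Between LPC and control white matter microglia (84 genes, 63 higher and 21 lower), DESeq2 called 923 (582 higher), DESeq2's size factors in edgeR 54, Homeo cells only 9, Homeo cells only with sums of at least 5 cells 7, and libraries scaled by spike-in reads 228 (181 higher and 47 lower). No filter on low counts gave 60 higher and 10 lower, and adding genes under 2 names gave 71 higher and 34 lower. Leaving out a mouse gave 12 to 89 genes: 37 without c1, 15 without c2, 12 without c3, 42 without c5, 38 without c6, 35 without c7, 44 without c8 and 89 without c9. Fewer mice in a group of 3 also leave the test with less to work on.

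Between gray and white matter of control mice (0 genes by edgeR, 578 at an unadjusted p below 0.05), DESeq2 called 815. In LPC-injected mice (18 genes, 13 higher in white matter), DESeq2 called 1102, no filter on low counts 42, plates with cells of both tissues 11 and Homeo cells only 1, and DESeq2's size factors gave 13 higher and 14 lower. Leaving out a mouse gave 10 to 18 genes, with 10 without c6. For the difference between groups in this comparison (5 genes), DESeq2 called 468, no block for mouse 3, plates with cells of both tissues 2 and Homeo cells only 1, and leaving out a mouse gave 0 to 2.

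Scaling by spike-in reads moved the median of all genes from -0.54 to -0.76 log2 units for Foamy minus DAM, from -0.62 to -0.94 for IRM minus DAM, from 0.15 to 0.43 for DAM minus Homeo and from -0.01 to 0.26 for LPC minus control. DESeq2's size factors moved it to -0.36 from -0.47 for IRM minus Homeo and to -0.48 for IRM minus DAM.

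The gene filter of the imputed data gave 9652 genes over all cells against 8478 in microglia, within 1.5 times. The other settings planned for BODIPY were not run, since its values were not used here. In the simulation on sums, edgeR recovered 3 of 49 changes of 4 log2 units between Foamy and Homeo. With the dispersions at 0.1 of those estimated, it recovered 49 of 50. The dispersions were estimated without a term for state, so they also hold real differences between states. The simulation may therefore understate what edgeR recovers, and it did not separate the sources of the spread. In a simulation on another scale, mean log-normalized expression, limma without weights recovered 46 of 50 changes of 1 unit. Depth was not varied.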

Differences from the paper's values

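The alternatives that use limma, add control mice or scale libraries by spike-in reads were chosen only after the results were seen.

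The paper's signatures of genes higher in a state than in each other state hold 55 genes for Foamy, 46 for IRM and 53 for DAM (the paper's values, from Supplementary Data 3). The values here are 0, 0 and 0 by edgeR with Benjamini-Hochberg adjustment, with 21, 15 and 25 genes at an unadjusted p below 0.05 in each comparison. The paper's test took cells as replicates, and the test here took mice. The values here use LPC-injected mice only (560 of the 1017 microglia), while the paper's methods name no such restriction for the signatures; with control mice added, chosen after seeing the values, the counts were also 0, 0 and 0. Every alternative set before the data were examined differs from the paper's values too: DESeq2 gave 16, 17 and 131 genes, no filter on low counts gave 1, 0 and 0, leaving out mouse c9 gave 1, 0 and 0, and the other settings chosen then gave 0, 0 and 0.

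Some settings call genes of the paper's lists. For Foamy, no filter on low counts and leaving out mouse c9 each call Lyz2, and 1 of the 16 genes of DESeq2 is in the paper's list (Pla2g7). For IRM, 4 of the 17 genes of DESeq2 are in the paper's list (Enkd1, Ifit1, Oasl1 and Rsad2), and for DAM 0 of 131. limma on mean log-normalized expression, chosen after seeing the values, calls Gpnmb for Foamy with and without weights and so drops 54 of the paper's 55 genes. For IRM it calls 6 genes of the list without weights, among them Ifit1, Ifit2, Oasl1, Rsad2 and Usp18, and Ifit1, Oasl1 and Rsad2 with weights, which drops 40 and 43 of the paper's 46 genes. For DAM it calls 0 and drops all 53.

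The paper's DAM signature is described as genes raised in DAM over every other state. By the log2 estimates here, 21 of its 53 genes were higher in DAM than in each other state: 51 were higher than in Homeo, 34 higher than in IRM and 24 higher than in Foamy. Under planned settings the tally was 14 (sums of at least 10 cells) to 29 (white matter cells only), and it was 30 with libraries scaled by spike-in reads, chosen after seeing the values. For the Foamy list the tally was 51 of 55 and for the IRM list 46 of 46.

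The methods describe the published DAM/ARM list as free of genes shared with the list of lipid-associated macrophages. Capg and Gpnmb are in both lists of Supplementary Data 5.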

Other observations

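The tests of libraries scaled by spike-in reads, of Homeo cells with sums of at least 5 cells, of plates with cells of both tissues and of Homeo cells for gray against white matter, of the genes called lower in gray matter and of oligodendrocyte transcripts were chosen only after the results were seen.

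Part of the genes are listed under different names in different sequencing lanes. In the 3 lanes with 1081 cells, 104 names had reads in at least 5% of cells and none in the other 2 lanes (251 cells), and 82 names showed the reverse. Reference names join 50 pairs of these, which hold 6.88% of all gene reads. CT010467.1 had 36000940 reads in the first lanes, and ENSMUSG00000106106, the identifier of the same ribosomal RNA gene, had 12975780 in the others. With both names added, its log2 fold change of DAM over Homeo was 0.088 (standard error 0.05). The single name has reads only in 2 of the 5 lanes, whatever the state of the cell, and its place in the paper's DAM signature is consistent with this. The fold change under the single name, fitted over mice, was already 0.04, so the values over mice do not by themselves show the names to be the cause. Slc66a1, in the paper's Foamy signature, is listed elsewhere as Pqlc2, and both names added gave 0.81 for Foamy over DAM. The test written beforehand would have put this down to the names, but with a standard error of 1.98 nearly any gene would have met it, so the share of the names and of the state in its signal cannot be told apart.

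Apoe took 19.3% of gene reads in Foamy and 3.86% in Homeo, which lowers the share of every other gene. The 15 genes of the homeostatic list had a median log2 fold change of -1.78 in Foamy over Homeo, with 14 lower, and of -1.59 with libraries scaled by spike-in reads. This argues against the share of Apoe as the whole cause of the lower homeostatic list.

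When the labels of the states were shuffled within mice, 100 of 100 draws had at least as many genes higher in Foamy than in each other state as the real labels (0, with 0 the highest other), and the same held for IRM and for DAM. With 0 genes called every draw has as many, so this decides nothing about chance. For Foamy against Homeo the real split gave 21 genes and the highest other 1 (1 of 8 splits that part every pair had as many), and for Foamy against DAM 3 and 1 (1 of 8). These splits are too few for a share under 0.05. The other 48 splits, which part fewer pairs, called at most 1 gene in each.

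The paper does not compare microglia of LPC-injected with control mice in these data. In white matter, edgeR with Benjamini-Hochberg adjustment called 63 genes higher and 21 lower of 12440, with 1208 at an unadjusted p below 0.05. Of the 56 splits of the 8 mice, 1 had as many genes, the real one, and the highest other had 0. A share of 1 in 56 is the smallest that these splits allow. It argues against chance as the source of the count but does not exclude it. Leaving out 1 mouse changed the count to as few as 12 (without c3) and 15 (without c2), and to 89 without c9. The genes with the largest changes had few counts in one group. Igf1 had 22878 counts in LPC-injected and 1 in control mice, a ratio per gene read of 15690 (exact 95% counting interval 2816 to 619746). Apoc4 had 9276 and 2 (ratio 3181, 880 to 26269), C3 24662 and 14 (1208, 720 to 2210), Hpse 21174 and 10 (1452, 789 to 3029) and Bhlhe40 17803 and 12 (1017, 582 to 1969). In the other direction, 9430060I03Rik had 2 counts in LPC-injected and 4197 in control mice (ratio of control to LPC 3060, 847 to 25275), Amph 1 and 177 (258, 45.7 to 10251), Slc24a2 1 and 135 (197, 34.7 to 7832) and Bfsp2 4 and 302 (110, 42.6 to 407). These counts come from 283967552 and 194747300 gene reads. The control counts of Igf1 and Apoc4 came from 1 of 3 control mice. The counts of 9430060I03Rik, Amph and Slc24a2 in LPC-injected mice came from 1 of 5 mice each. The intervals treat reads as independent, so they leave out PCR copies and the spread between cells and mice.

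The genes called higher in LPC white matter had a median log2 fold change of 1.89. In Homeo cells alone their median was 1.41 (74.4% of it), and 1.70 with sums of at least 5 cells. This argues against the different shares of the states as the whole cause. The genes were chosen on sums that include these Homeo cells, so part of the median may come from the choice. In Homeo cells alone edgeR called 9 genes, and 7 with sums of at least 5 cells, all of them higher. In gray matter their median was 0.68 (35.9%), where edgeR called 1 gene at all, with 587 at an unadjusted p below 0.05. Of the 21 genes called lower, 11 were tested in gray matter, where 10 were lower and the median was -0.90 (quartiles -4.47 to -0.34, with genes at 0 counts in one group at a floor of 3 counts), against -3.95 for the same 11 in white matter. Sort date, age and any other difference between all cells of the groups cannot be told apart from an effect of the injection, since the gray matter median of the higher genes lies between the bounds set beforehand, the lower genes spread widely there, and no sort date or age holds both groups.

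Between white and gray matter of control mice, edgeR called 0 of 10791 genes with Benjamini-Hochberg adjustment, with 578 at an unadjusted p below 0.05 and 815 by DESeq2. With 0 genes called, neither a difference between plates (0) nor different shares of the states (0) could be tested as a cause. All 4 splits that part every pair had as many genes (4 of 4), with 0 as the highest other, which with 0 genes called decides nothing. In LPC-injected mice, 13 genes were higher and 5 lower in white matter, with 1072 at an unadjusted p below 0.05. The largest were Fam20c (5.73 log2 units, standard error 0.56), Ccl4 (5.31), Spp1 (5.23), Cst7 (4.79) and Cd74 (3.88), and Slc2a5 (-2.11), Tmem119 (-1.80), P2ry12 (-1.77), Selplg (-1.45) and Cst3 (-1.06), each in the same direction in 3 of 3 mice. The real split gave 18 genes and the highest other 0 (1 of 4 splits), again too few. Of the 18 genes, 11 were called in plates with cells of both tissues and 1 in Homeo cells only, which hold fewer cells. The median of the 13 higher genes was 3.81 log2 units over all plates, 3.98 in plates with both tissues and 2.27 in Homeo cells, and that of the 5 lower genes -1.77, -1.46 and -1.03. For the difference between the groups, 1 of 10 splits had as many as the 5 genes found.

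Transcripts of oligodendrocytes (Mbp, Mog and Mag, each at 10 counts or more) were present in 34.9% ± 16.5 of white matter microglia in control mice (SD, n = 3) and 0.156% ± 0.349 in LPC-injected mice (SD, n = 5; exact two-sided permutation test, p = 0.0179, the smallest possible). In gray matter they were present in 27.9% ± 14.8 in control mice (SD, n = 3) and in 0% in each of 3 LPC-injected mice (exact two-sided permutation test, p = 0.1, the smallest possible). As plain shares of gene reads, without the TMM scaling of the other CPM values, Mbp in white matter microglia was at 100.2 ± 72.5 CPM in control and 52.4 ± 56.7 in LPC-injected mice, Mog at 16.3 ± 9.66 and 4.59 ± 6.90, and Mag at 65.7 ± 26.7 and 13.5 ± 13.3. There Mbp and Mog overlapped between the groups, with the highest LPC-injected mouse at 135.6 and 16.7 CPM and the lowest control mouse at 31.8 and 5.78. That LPC-injected mouse was c5, where a single cell held 88.9% of the Mbp and 92.6% of the Mog counts. The next LPC-injected mouse, c6, was at 85.5 CPM for Mbp, still above the lowest control mouse. For Mog it was at 3.51 CPM, below the lowest control mouse. In gray matter Mbp was at 85.5 ± 15.1 and 20.4 ± 19.6 CPM, and Mog at 15.2 ± 5.54 and 0.506 ± 0.818, with no overlap between the groups. Mag was at 112 ± 46.8 and 54.0 ± 93.0 there and did overlap: LPC-injected mouse c7 reached 161 CPM, above the highest control mouse (144), from 5 of its 41 cells at 10 counts or more, where control mice had 20 of 37, 30 of 44 and 20 of 44. A loss of myelin in the lesion alone is argued against by the difference of 27.9 percentage points in gray matter. Fewer reads per cell are argued against in white matter, where microglia of LPC-injected mice had more gene reads (median 646808) than those of control mice (494846). In gray matter they had fewer (400947 against 454065). Among the 51 control gray matter microglia with no more reads than 400947, these transcripts were present in 18.9% ± 8.10 (SD, n = 3; 11.1% in the lowest mouse), 18.9 percentage points above LPC-injected mice. This lies between the bounds set for that test, though these cells had a median of only 148122 reads. A second test, added after the first was seen and with the same bounds, drew the control counts down at random to the reads of LPC cells of the same rank (median 400947) and left 22.9% ± 13.6 (SD, n = 3; 9.57% in the lowest mouse), 22.9 percentage points above LPC-injected mice. The 2 tests together argue against fewer reads as the whole cause in gray matter, and a part of the difference, from 27.9 to 22.9, goes with the reads. A difference between sort dates, ages or another property of all cells of the groups is consistent with the gray matter difference of 27.9 percentage points, and stays a hypothesis found on the same data.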
